# Unveiling distinct storage composition and starch properties in developing indica rice grains via transcriptional profiling and enzymatic activity analysis

**DOI:** 10.1016/j.csbj.2025.11.011

**Published:** 2025-11-07

**Authors:** Wichian Sangwongchai, Kwanjeera Wanichthanarak, Ammarin In-on, Supidcha Natee, Chamaiporn Champasri, Nutcha Sa-ingthong, Diane M. Beckles, Sakda Khoomrung, Maysaya Thitisaksakul

**Keywords:** Rice, Oryza sativa L. ssp. indica, Developing grain, Gene expression profile, RNA sequencing, Starch, Glutelin

## Abstract

The starch and protein in rice grains determine their nutritional value, eating and cooking quality (ECQ), and potential applications as a biopolymer. Building on previously identified functional differences between two Thai indica cultivars, waxy RD6 and high-amylose RD57, we examined the transcriptional regulation of their storage polymers by profiling key starch-biosynthetic and storage-protein genes in developing endosperms at 7-, 14-, 21-, and 28-days post-anthesis (DPA). Major differentially expressed genes were cross-validated with enzymatic activities and grain starch and storage-protein composition. Transcriptome dynamics varied significantly between cultivars, and were predominant at 14 DPA, which coincided with the period of active expression of the starch biosynthetic genes, while for storage protein gene expression, it was strongest at 7 DPA. At 21 and 28 DPA, most starch and glutelin biosynthesis genes in RD6 showed stronger expression than those in RD57. However, the *GBSSI*-to-*SS* expression ratio was higher in RD57, which correlated with its higher amylose content and associated differences in starch properties compared to RD6. Gene co-expression network analysis identified potential regulators of these pathways, including transcription factors bZIP10-like and bZIP44-like, and the energy signaling SnRK2.10-like kinase. Binding motif predictions indicated a bZIP10-like and bZIP44-like association with several starch genes, warranting further investigation as potential targets for improving rice starch. Collectively, this study provides a comprehensive understanding of the regulation of storage biomolecule biosynthesis in the previously understudied indica rice, laying the groundwork for breeders to develop new varieties with improved ECQ and health-beneficial traits for users in the food and biomaterial industries.

## 1 Introduction

Starch constitutes 80–90 % of the grain’s dry weight and is the world's most important source of dietary energy [1], [2]. Beyond serving as a primary staple, starch also determines rice eating and cooking quality (ECQ) [3], [4], [5] influencing consumers’ purchasing decisions and, in turn, its market price [5].

Rice ECQ, i.e., the hardness, elasticity, and stickiness of the cooked grain [3], [4], [5] is strongly linked to starch physicochemical and functional properties, such as swelling power, solubility, pasting, and thermal properties [4], [6], [7]. Starch functionality is largely determined by the relative proportion of the two starch glucans, the highly branched amylopectin and more linear amylose. Grain storage proteins are the second most common macromolecule found in rice grains but they negatively influence grain ECQ by limiting water availability for starch gelatinization upon cooking [8].

Our previous study of eleven Thai commercial rice cultivars [9], identified two with contrasting starch functional properties: RD57 a non-glutinous, high (i.e., 23.60 %) amylose rice cultivar, and RD6 a waxy, low (i.e., 1.65 %) amylose rice. These cultivars not only differ in amylose content but also in amylopectin fine structure and starch granule size, which in turn leads to differing starch functionality [9]. RD57 amylopectin, has a higher proportion of glucan chains of intermediate branch length, fewer short A- chains and, larger starch granules, which correlated with higher solubility, lower swelling power, higher pasting temperature and setback value, while requiring less energy for gelatinization compared to RD6 starch [9]. However, the genes and regulatory mechanisms underpinning differences in starch structure and hence functionality among these cultivars remain unexplored.

Starch biosynthesis is orchestrated by four main starch-synthesizing enzymes of which there are multiple isoforms [10], [11]. ADP glucose pyrophosphorylase (AGPase; EC 2.7.7.27), catalyzes the production of ADP-glucose, the primary substrate for starch biosynthesis. Starch synthases (EC 2.4.1.21) use ADP-glucose to elongate α-1,4 glucan chains in the starch molecule [11]. Starch synthase exists as two forms: granule-bound starch synthases (GBSS) and soluble starch synthase (SS) [10], [11]. Starch branching enzymes (SBE; EC 2.4.1.18), form new branch points by cleaving an internal α-1,4 linkage on a donor glucan and reattaching it to an acceptor chain via an α-1,6 glucan linkage [10], [12]. Starch debranching enzymes (DBE, EC 3.2.1.70), including isoamylase (ISA; EC 3.2.1.68) and pullulanase (PUL), hydrolyze α-1,6 glucan linkages to refine the structure of the polyglucan [10], [12], with ISA being necessary for the formation of the crystalline lamella in starch granules [10], [13]. Amylose biosynthesis is catalyzed by GBSS and SBE, resulting in a polyglucan with few branches, while amylopectin synthesis is mediated by various isoforms of SS (SSI, SSII and SSIII), SBE (SBEI, SBEIIa and SBEIIb), and DBE (ISA and PUL) [14], [15], [16].

Genes encoding these starch biosynthetic enzymes are primarily expressed between 7 and 28 days post-anthesis (DPA) in rice endosperm [11]. *GBSS* transcripts are highest at 7 DPA, whereas those for SS genes are expressed later in grain development, coincident with active amylopectin biosynthesis, and *GBSS* mRNA declines [11], [17]. In glutinous rice, amylose accumulation starts at 7 DPA, and remains constant until 42 DPA [11]. The coordinate regulation of GBSS and other starch biosynthesis enzymes determines the fine structure of amylose and amylopectin and thereby, the physicochemical properties of rice starch [11], [17], [18], [19].

Transcription factor (TF) families, such as the basic leucine zipper (bZIP) [20], MADS-box [21], MYC-like [22], NAC [23], and NF-Y [21], modulate the expression of starch metabolic genes. *OsbZIP58* regulates starch and amylose content and amylopectin structure by directly binding to the promoters of *OsAGPL3*, *Wx*, *OsSSIIa*, *OsBEI*, *OsBEIIb*, and *OsISA2*, and regulating their expression [20]. *OsMADS14*, works with NF-YB1, a nuclear factor-Y subunit, to activate the expression of *OsAGPL2* and *Wx* (*GBBSI*) in the endosperm [21]. *OsNAC25*, interacts with *OsNAC20* and *OsNAC26* to form regulatory loops that balance starch synthesis [23]. Altered *OsNAC25* expression causes chalky seed phenotypes and reduces starch content [23]. Notably, most of these regulatory studies have focused on the japonica rice ecotype [20], [21], [22], [23], while investigations in the indica rice ecotype are still limited [20], [21], [23].

Our goal was to address the knowledge gap related to the transcriptional regulation of storage product biosynthesis in indica rice and to identify genes that coordinately control their composition and accumulation. Because indica rice accounts for ∼75 % of global rice production this study has broad relevance. We therefore investigated differences in gene expression and the activities of enzymes in starch biosynthesis throughout grain filling period in two *Oryza sativa* L. ssp. indica cv, RD6 and RD57. These differences may underlie the distinct grain chemical compositions and starch properties observed between the two genotypes which are key to their ECQ [24]. We also examined the relationships among gene expression, enzymatic activity, and storage biomolecule composition to pinpoint potential transcriptional and post-translational regulatory mechanisms. A gene co-expression network analysis was also performed to identify putative regulators of starch and storage protein accumulation. This study aims to provide insights into the transcriptional networks regulating starch and storage protein biosynthesis in indica rice, offering potential targets for genetic improvement of grain quality.

## 2 Materials and methods

### 2.1 Plant materials and growth conditions

Rice grains of cultivars RD6 and RD57 were obtained from the Pathum Thani and Khon Kaen Rice Research Stations (Rice Department, Ministry of Agriculture and Cooperative, Thailand). Grains were germinated on petri dishes and transplanted into 64 8” plastic pots and placed in a net house in Completely Randomized Design under natural light conditions at the Faculty of Science, Khon Kaen University from September 2019 to January 2020 [9], [25]. Three replicates were grown for each developmental stage and for each cultivar, for transcriptome profiling, enzymatic activity assays, and storage protein composition analyses. A single panicle on the main stem of each rice plant reaching anthesis was tagged at the full heading stage. At 7,14, 21, and 28 DPA, superior grains on the apical primary branches of tagged panicle were cut and snap-frozen in liquid nitrogen. The frozen grains were stored at −70 °C until further analyses [26]. All panicles of each replicate were then harvested after the mature plants were left in the pots without water for 7 days. Thereafter, the air-dried mature seeds of the two rice varieties (Fig. S1) were used to determine grain starch composition [27], [28].

### 2.2 RNA extraction and Illumina sequencing

The total RNA was extracted from the RD57 and RD6 rice grains at 7, 14, 21, and 28 DPA with three biological replications each using the modified SDS-LiCl method [29]. The RNA ScreenTape assay of the Agilent 4150 TapeStation system (Agilent, USA) was used to check for the samples integrity. The extracted RNA with RIN values between 8.6 and 10.0 were then used for RNASeq library construction and subsequently sequenced by Illumina HiSeq 2000 SBS technology at Macrogen Genome Center (Seoul, Republic of Korea).

### 2.3 Quality assessment and processing of RNA sequencing data

Prior to data analysis, the quality of raw sequencing reads was assessed using FastQC (access 26 Mar 2024) [30], with the results subsequently summarized and visualized via MultiQC [31]. Low-quality reads were removed through two steps: (I) Fastp [32] was used to filter out reads and bases with a quality score (Q) less than 30; and (II) Trimmomatic [33] excluded adapter sequences, short reads (length < 100 bp), unpaired reads, and additional low-quality reads. rRNA sequences were identified and removed from the dataset using SortmeRNA [34]. Reference sequences for 5S rRNA and 5.8S rRNA were retrieved from the Rfam database [35], while the SILVA database [36] was used as an additional reference source for other rRNA sequences. Table S1 summarizes the number of reads before and after the filtering steps.

The processed reads were aligned to the *Oryza sativa* indica reference genome (https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_000004655.2/) [37] using HISAT2 [38]. Approximately 90 % of the reads were concordantly mapped (Table S2). Pseudogenes, singletons, and discordant alignments were then filtered out to remove irrelevant data. Each sample was assembled separately using Cufflinks [39], guided by the reference genome. Cuffmerge was then employed to generate a transcript library from the 24 samples. Transcript sequences were retrieved from the genome reference using PASA [40], with guidance from the GTF library generated in the previous step. The completeness of the transcript structures was evaluated by BUSCO complete [41], which showed a completeness of 97.7 % (Table S3). Cuffquant estimated transcript abundance based on the transcript library, with each sample quantified independently. The resulting transcript abundances were normalized by Cuffnorm and scaled to Fragments Per Kilobase Million (FPKM). Expression values from transcripts sharing the same gene ID were merged to calculate gene-level expression. Genes with FPKM below 0.5 were excluded, and a gene must be detected in at least two replicates to be included. Missing values were imputed by averaging expression levels across replicates. Overall gene expression levels (Fig. S2), and gene distribution for each sample (Fig. S3) were examined prior to statistical analysis.

Genes involved in grain starch and storage protein biosynthesis were selected from published works [42], [43], [44]. A reciprocal BLASTn search [45] was performed to identify homologous genes from *O.sativa japonica* with criteria of 60 % identity, 70 % coverage, and an e-value threshold of 10^−10^. Additionally, genome annotation was conducted using eggNOG-mapper [46] against all eukaryotic genes in the eggNOG database. Genes related to the starch and storage protein biosynthetic pathways were selected for qPCR validation and further examination based on their functional roles.

### 2.4 Differentially expressed gene (DEG.) analysis and statistical analysis

Principal component analysis (PCA) was performed by Metabox 2.0 R package [47] to explore overall variations of gene expression profiles. DEG analysis was initiated by estimating the dispersion model and incorporating it into a generalized linear model (GLM) using all 24 expression datasets. The analysis compared RD57 to RD6 grains at the same developmental stage. Significantly expressed genes were identified based on these criteria: False Discovery Rate (FDR), controlled by the Benjamini-Hochberg procedure = < 0.05 and absolute log2 fold-change (Log2FC) > = 2. For this analysis, the edgeR-glmQLFit R package [48] was applied.

The temporal expression patterns of DEGs at one or more DPA were characterized using Short Time-series Expression Miner (STEM) [49]. Briefly, a set of unique temporal expression patterns was calculated. Each gene was assigned to the pattern that most closely matches its expression profile, as determined by the correlation coefficient. Significant temporal expression patterns for each genotype were then identified by evaluating the number of assigned genes through a permutation test (Bonferroni-corrected *p*-value < 0.001). Furthermore, significantly correlated temporal patterns between RD57 and RD6 were determined using a hypergeometric test (*p*-value < 0.05), based on the intersection of genes between the two patterns. Differences of gene expression profiles between patterns were also analyzed by correlation analysis. To visualize gene expression patterns in detail, heatmaps of expression levels and Log2FCs were generated, with clustering based on Euclidean distance.

Genes selected from each temporal expression pattern were subjected to co-expression analysis using Spearman’s method. We considered a *p*-value < 0.01 and an absolute correlation coefficient > 0.9 as the cutoff for significant correlations. A co-expression network was constructed using Cytoscape version 3.10.3 [50].

### 2.5 *In silico* analysis of TF binding motifs

The cis-element prediction analysis followed the method of In-on A. (2022) [51]. Briefly, upstream sequences (−1000 to −1) of starch and protein biosynthetic genes from *Oryza sativa* indica (ASM465V1) were retrieved from the RSAT database [52] using the sequence tool. A reciprocal BLASTp search (https://blast.ncbi.nlm.nih.gov/Blast.cgi) was performed against *Oryza* spp. included in CIS-BP database [53]. Both bZIP10 (Osl_28943) and bZIP44 were identified as members of the CIS-BP family ID F091_3.00. All position weight matrices (PWMs) associated with this TF family were retrieved from CIS-BP, and the upstream sequences were analyzed together using the RSAT pattern-matching tool. The second-order Markov model with default cutoffs was applied, and background frequencies were calculated from the *Oryza sativa* indica (ASM465V1) draft genome. TF–DNA binding interactions and 3D models were predicted using AlphaFold3 [54]. TF–DNA complex structures were filtered for DNA contact sites containing seven residues with the conserved motif SNRxSAxxSR [55]. Selected structures were refined using a High Ambiguity Driven protein-protein Docking approach (HADDOCK) [56], and hydrogen atoms were added with Reduce (https://github.com/cctbx/cctbx_project/tree/master/mmtbx/reduce). Ten HADDOCK models were generated for each TF–DNA pair, and the best docking models were selected by the lowest HADDOCK scores (< –400). The resulting binding motifs were extracted, and 3D structures were visualized using the PDB Mol 3D Viewer (https://www.rcsb.org/3d-view).

### 2.6 cDNA synthesis and quantitative real-time PCR

The 500 ng of total RNA was converted into complementary DNA (cDNA) by using ReverTra Ace qPCR RT Master Mix with gDNA remover (TOYOBO, Japan) according to the manufacturer’s recommendations. Quantitative real-time PCR analysis was performed using 0.5 µL of cDNA as template with THUNDERBIRD™ SYBR™ qPCR mix (TOYOBO, Japan) and performed by LightCycler®480 II system (Roche, Switzerland). The reaction was performed using 1X THUNDERBIRD™ SYBR™ qPCR mix and primer concentrations of 0.25 mM. The primer sequences were provided in Table S4. The relative expression level of each gene was calculated using ∆Ct method with three biological replicates. The Ct value of target genes was normalized by internal control and was reported as log_10_ relative expression level.

### 2.7 Native-PAGE and activity-gel staining of starch branching enzyme (SBE)

Enzyme extraction was carried out as previously described [57] with slight modifications. Three biological replicates of rice grains at 7, 14, 21, and 28 DAP were weighed and homogenized in an extraction buffer containing 100 mM Tricine-NaOH (pH 7.5), 8 mM MgCl₂, 2 mM EDTA, 12.5 % (v/v) glycerol, 1 % (w/v) polyvinylpyrrolidone (PVP), and 50 mM β-mercaptoethanol. The homogenates were centrifuged at 10,000 ×g for 20 min at 4 °C. The pellet and supernatant were used for SBE and GBSS activity analyses, respectively. Native-PAGE with 8 % (w/v) separating and 4 % (w/v) stacking gels were prepared as previously described [58]. Twenty-five micrograms of total protein from all samples were mixed with 1X native dye before loading. The electrophoresis was performed at 4 °C with 180 volts for 90 min using Mini-PROTEAN Tetra Cell (Bio-Rad, USA). The first gel was stained in 0.15 % (w/v) Coomassie Brilliant Blue for 1 h and subsequently destained with destaining solution to achieve the blue bands against clear background. The second gel was subjected to zymography or activity-gel staining. The detection process followed the previously described method [58], while reagents and method used for enzymatic activity assay were modified from Nishi et al. (2001) [59]. Gel was initially soaked in 2 % (w/v) glycogen (solubilized in 0.05 M HEPES-NaOH, pH 7.4) and was kept at 4 °C for 30 min. To detect starch branching enzymatic activity, 50 mM Glucose-1-phosphate, 2.5 mM AMP, 5 % (v/v) glycerol, and 55 units of rabbit muscle phosphorylase a were added. The catalytic activity of SBE was determined at 35 °C for 2 h prior to removal of reaction mixture. Gel was rinsed with distilled water and stained with iodine solution. The non-specific binding iodine was washed with distilled water until the dark blue bands were observed against clear background. The intense blue band indicates the high activity of SBE.

### 2.8 Measurement of granule-bound starch synthase (GBSS) activity in developing rice grains

GBSS activity was determined using the pellet derived from enzyme extraction in Section 2.7 [60]. The pellet were weighed, extracted in a buffer (100 mM HEPES-NaOH pH 7.5, 8 mM MgCl₂, 2 mM EDTA, 1 mM DTT, 12.5 % (v/v) glycerol, 5 % (w/v) PVPP), and centrifuged at 12000 ×g for 10 min at 4 °C. The starch granule pellet was suspended in 1 mL of extraction buffer twice (recorded as V1). The suspension of 0.1 mL (recorded as V2) was aliquoted into two tubes: a reference tube and an experimental tube, each containing 0.45 mL of reaction mixture (recorded as V3) (50 mM HEPES-NaOH pH 7.5, 15 mM DTT, 0.1 mL of enzyme extract, and 1.6 mM ADP-glucose). The experimental tube was then incubated at 30°C for 20 min. The tubes were then heated at 100°C for 1 min. After cooling to an ambient temperature, the reaction mixtures were centrifuged at 10,000 ×g for 10 min. A 0.3–0.4 mL supernatant (recorded as V4) was incubated with 0.2 mL of pyruvate kinase reaction mixture (50 mM HEPES-NaOH pH 7.5, 200 mM KCl, 10 mM MgCl₂, 4 mM phosphoenolpyruvate, and distilled water) and 2 µL of 1.2 U of pyruvate kinase, then heated at 100 °C for 1 min. The reaction mixture was centrifuged at 10,000 ×g for 10 min, then transferred to a new tube containing 0.4 mL of reaction mixture (50 mM HEPES-NaOH pH 7.5, 10 mM glucose, 20 mM MgCl₂, 2 mM NADP, and distilled water), and 2 µL of 1.4 U hexokinase. Then, 0.35 U Glucose-6-phosphate dehydrogenase was added to achieve the final mixture (recorded as V5). The reaction was incubated at 30°C for 10 min, and the absorbance was recorded at 340 nm. The GBSS activity was calculated using the following equation:

$$\mathrm{GBSS}\;\mathrm{activity}\;(µmol\;\mathrm{NADPH}\;\min^{-1}\;g^{-1}\mathrm{FW})\;=\;\frac{\mathrm{Abs}340}{6.22L}\;\times V5\times \;\frac{V1}{V2}\;\times \frac{V3}{V4}\times \frac{1}{m}\times \frac{1}{t}$$

### 2.9 Measurement of Amylose content

The Megazyme Amylose/Amylopectin Assay Kit (Megazyme, Ireland) was used to measure the amylose content in the 20 mg starch sample as instructed by the manufacturer. Three biological replicates were analyzed.

### 2.10 Measurement of grain storage protein with SDS-PAGE

Rice flour (40 mg) was extracted in 0.5 mL of Tris-urea buffer at −20°C for 24 h. The extract was then centrifuged at 13,000 ×g for 30 min, after which the supernatant was collected for protein content measurement using the BCA assay with BSA as the standard. The extracted grain storage protein fractions were examined by SDS-PAGE using a Mini-PROTEIN® Tetra cell, 2-Gel system (Bio-Rad, USA), following the previously described methods [27]. Following electrophoresis, the gel was stained with Coomassie Blue R-250 and then destained with a destaining solution. The protein gel image was obtained with a Gel Doc system (Syngene GBOX-F3-E, USA). The intensity of each protein band of three biological replicates was evaluated using ImageJ version 1.52a (National Institutes of Health, USA).

## 3 Results

### 3.1 An overview of differential gene expression in RD6 and RD57 genotypes

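RNA from developing grains of 2 rice cultivars, the waxy RD6 and the high-amylose RD57, was sequenced at 4 stages, given in days post-anthesis (DPA), namely 7, 14, 21 and 28 DPA. There were 3 biological replicates for each cultivar and DPA, 24 libraries in all. By the paper's Table S2, 6822184 to 13304481 read pairs per library aligned uniquely. The lowest library was RD6 7 DPA replicate 2, and the others had at least 8481658 pairs. The median number of pairs at 7, 14, 21 and 28 DPA was 9779875, 12693081, 9082159 and 10108914 in RD57. In RD6 it was 10519422, 10482628, 10551296 and 10604100. The authors aligned the reads to the indica genome ASM465v1 with HISAT2, assembled transcripts with Cufflinks and Cuffmerge, and scaled them with Cuffquant and Cuffnorm. The deposited table holds FPKM (fragments scaled to transcript length and library depth) for 26362 genes. The authors had already excluded values below 0.5 FPKM, required a gene in at least 2 replicates, and filled missing replicates with the mean of the others. In each group a gene was therefore listed at 0 in all 3 libraries or in none. Genes with a value equal to the mean of the other replicates made up 4.17% of the genes above 0 in RD6 at 28 DPA, and 8.40% to 10.2% in the other groups. FPKM are not counts, so the paper's count model (edgeR) was not applied. Expression differences were instead tested with limma on log2(FPKM + 0.5), with 1 mean for each of the 8 groups, all 24 libraries in the fit and a prior variance that followed mean expression. DEGs had a Benjamini-Hochberg adjusted p (FDR) of at most 0.05 and an absolute Log2FC (RD57 over RD6) of at least 2, the thresholds of the paper. On this scale a Log2FC understates the change of genes with low FPKM, and for a gene at 0 in one cultivar it depends on the pseudocount. Across genes, the log2 values of replicates correlated with r from 0.970 to 0.991 over 24 pairs of libraries. Between libraries of different groups r was 0.651 to 0.953, and genes are not independent replicates.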

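Principal component analysis was run on log2(FPKM + 0.5) of the 26362 genes, each centred and scaled to unit variance. PC1 held 43.3% of the variance and PC2 held 15.1%. PC1 scores of the 12 libraries at 7 and 14 DPA ranged from 78.8 to 120.8. Those of the 12 libraries at 21 and 28 DPA ranged from -137.2 to -43.8, so the ranges did not overlap in either cultivar. When genes were centred without scaling, the choice that moved this result most, PC1 held 52.3% of the variance.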

The PCA revealed clear differences in gene expression between the young (7 and 14 DPA), and mature (21 and 28 DPA) grains for both genotypes (Fig. 1A). 

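Distances between the mean profiles of consecutive DPA were measured over all genes, in units of the scaled log2 values. The mean profiles at 7 and 14 DPA lay 189 units apart in both RD57 and RD6. Those at 21 and 28 DPA lay 123 units apart in RD57 and 165 units apart in RD6, against a mean distance of 101 units between replicates. The distance between 14 and 21 DPA was 232 units in RD57 and 209 units in RD6. The first of these distances was 1.54 times the 21 to 28 DPA distance in RD57 and 1.15 times in RD6. Without scaling of the genes the ratio in RD6 was 0.958, so in that setting the order of these 2 distances in RD6 was the opposite. On PC1 and PC2 alone, the 7 and 14 DPA means were 156 units apart in RD57 and 152 units in RD6, and the 21 and 28 DPA means 52.2 and 74.9 units. By the thresholds used for DEGs, 2030 genes changed from 7 to 14 DPA in RD57, 4454 from 14 to 21 DPA and 1028 from 21 to 28 DPA. The corresponding numbers in RD6 were 2161, 2507 and 2294. Of the 2294 genes in RD6, 2223 fell from 21 to 28 DPA. Among these 2223 genes, 1708 were listed at 0 in both cultivars at 28 DPA. A pseudocount of 0.1 in place of 0.5 moved the counts from 21 to 28 DPA most, to 2909 in RD57 and 4734 in RD6.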

Grain transcriptional profiles at 7 and 14 DPA diverged, while those between 21 and 28 DPA were more similar (Fig. 1A). There were 5324 DEGs, with 1573, 1740, 1417, and 594 DEGs identified at 7, 14, 21, and 28 DPA, respectively (Fig. 1B). 

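In the limma fit, 1908 of 26362 genes were DEGs between RD57 and RD6 at 7 DPA, 1881 at 14 DPA, 1819 at 21 DPA and 809 at 28 DPA. These calls sum to 6417 and cover 3781 genes, since a gene can be a DEG at several DPA. The alternative that moved the counts most tested only genes above 0 in all 6 libraries of a DPA, which left 249, 246, 262 and 235 DEGs. Among DEGs of that kind, the largest Log2FC belonged to genes that the files list by identifier only. XLOC_000120 had 2022 ± 31.0 FPKM in RD57 and 11.0 ± 7.53 FPKM in RD6 at 21 DPA (SD, n = 3), a Log2FC of 7.65 (standard error 0.93, adjusted p = 1.25e-06). At 14 DPA, XLOC_012700 had 1766 ± 695 FPKM in RD57 and 10.6 ± 3.54 FPKM in RD6, a Log2FC of 7.29 (standard error 0.36, adjusted p = 1.25e-12). The largest decreases were those of XLOC_042919 at 14 DPA, with a Log2FC of -7.51 (standard error 0.30, adjusted p = 3.71e-14), and XLOC_017874 at 21 DPA, with a Log2FC of -7.32 (standard error 1.24, adjusted p = 7.57e-05).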

More genes were downregulated than upregulated when comparing RD57 to RD6 at 7, 14 and 21 DPA, in contrast to 28 DPA. 

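At 7 DPA, 1024 DEGs were upregulated and 884 downregulated in RD57 relative to RD6, and at 14 DPA 998 and 883. At 21 DPA, 730 were upregulated and 1089 downregulated. At 28 DPA, 696 were upregulated and 113 downregulated. When each library was left out in turn, the upregulated share stayed between 52.6% and 54.9% at 7 DPA, 52.5% and 54.5% at 14 DPA, 37.8% and 41.6% at 21 DPA, and 80.4% and 87.3% at 28 DPA. Most DEGs were listed at 0 in one of the cultivars, namely 86.7%, 86.9%, 85.5% and 71.9% at 7, 14, 21 and 28 DPA. At 28 DPA, 1454 genes were above 0 in RD57 alone, whereas none of the 7360 genes listed at 0 in RD57 was above 0 in RD6. With genes above 0 in all 6 libraries of the DPA, 115 DEGs were upregulated and 120 downregulated at 28 DPA, nearly as many in each direction. At that DPA the filter can remove only upregulated DEGs, since 582 of them and no downregulated DEG were listed at 0 in the other cultivar.

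**Figure D1:**
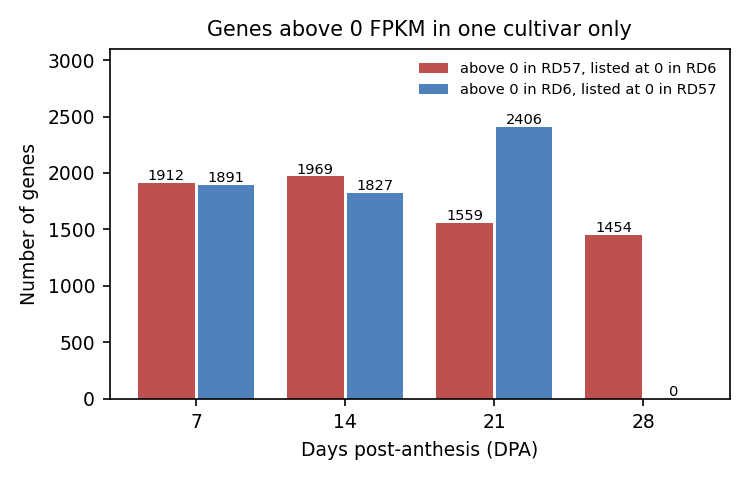
Number of genes above 0 FPKM in all 3 libraries of one cultivar and listed at 0 in the other (y axis) at each DPA (x axis). Red bars stand for genes above 0 in RD57 alone (1912, 1969, 1559 and 1454) and blue bars for genes above 0 in RD6 alone (1891, 1827, 2406 and 0).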

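When each library was left out in turn, the number of DEGs ranged from 1856 to 2004 at 7 DPA, from 1875 to 1958 at 14 DPA and from 1779 to 1963 at 21 DPA. These ranges overlap, so the order of the first 3 DPA was within the variation that 1 library brings. The range at 28 DPA was 797 to 863 and lay below the others. DEGs listed at 0 in RD57 numbered 764, 768 and 933 at 7, 14 and 21 DPA and 0 at 28 DPA, which lowers the last count. With genes above 0 in all 6 libraries the counts were closer, with 249, 246, 262 and 235 DEGs. A pseudocount of 0.1, an absolute Log2FC of at least 1, quantile normalization, a mean of at least 1 FPKM, and genes above 0 in all 6 libraries each placed the largest number at 21 DPA. The smallest number was at 28 DPA in each of these settings. Over all genes, the mean profiles of the cultivars were 167, 166 and 161 units apart at 7, 14 and 21 DPA and 125 units apart at 28 DPA, in the scaled log2 units of the principal component analysis. On PC1 and PC2 alone they were 61.0, 63.5, 43.9 and 29.8 units apart, farthest at 14 DPA. The values at 7 and 14 DPA were close, beside a mean distance of 20.6 units between replicates on these components. PC3 held 11.5% of the variance, and its scores were positive in every RD57 library and negative in every RD6 library. On PC3 the cultivar means were farthest apart at 21 DPA, with 27.9 in RD57 and -88.1 in RD6. They were 76.0 and -30.1 at 7 DPA, 35.1 and -64.2 at 14 DPA, and 49.8 and -6.45 at 28 DPA.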

Expression differences were highest at 14 DPA and lowest at 28 DPA (Fig. 1B).

**Fig. 1:**
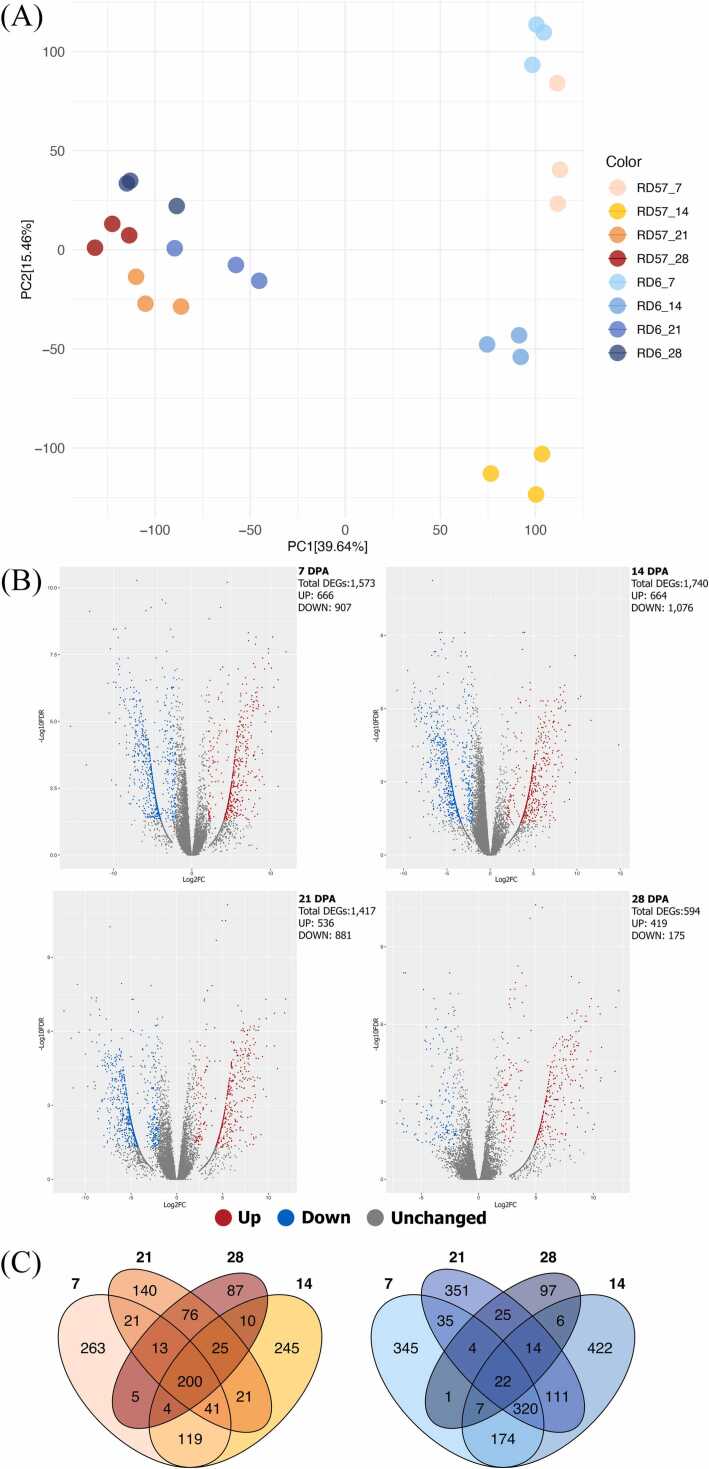
A comparative study of gene expression profiles in RD6 and RD57 rice genotypes. (A) PCA of gene expression levels from RD6 and RD57 genotypes. The first two principal components (PC1 and PC2) are illustrated with colors representing genotypes and time points. (B) Volcano plot of DEGs. Pairwise comparisons between RD57 and RD6 at each time point were conducted to identify DEGs. Log2FC represents the log2-fold change of gene expression, while the negative log10-transformed FDR or -Log10FDR is on the y-axis. Upregulated DEGs are highlighted in red, downregulated DEGs in blue and genes that are not significantly different are shown in gray. (C) Venn diagrams showing the overlap of upregulated DEGs (left) and downregulated DEGs (right) in RD57 compared to RD6 across the four DPAs.

Fig. 1 C illustrates genes that are uniquely or commonly up- or downregulated during grain-filling in RD57 compared with RD6 at each time point. 

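In RD57, 286 genes were upregulated at all 4 DPA and 18 were downregulated at all 4. When testing was limited to genes above 0 in all 6 libraries of each DPA, the numbers were 14 and 8. Of the 334 genes upregulated at 7, 14 and 21 DPA, 85.6% were also upregulated at 28 DPA. Of the 357 genes downregulated at 7, 14 and 21 DPA, 5.04% were also downregulated at 28 DPA, and 336 were listed at 0 in both cultivars at 28 DPA.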

Two hundred genes were upregulated in RD57 across time points higher than those downregulated (22 genes). Therefore, rice exhibits genotype-specific transcriptional responses at distinct developmental stages. 

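Genes upregulated in RD57 at a single DPA numbered 420 at 7 DPA, 384 at 14 DPA, 182 at 21 DPA and 184 at 28 DPA. Genes downregulated at a single DPA numbered 341 at 7 DPA, 282 at 14 DPA, 536 at 21 DPA and 58 at 28 DPA. The largest number of genes upregulated at a single DPA moved to 14 DPA with a pseudocount of 0.1 (962 genes, against 936 at 7 DPA) and with an absolute Log2FC of at least 1 (1260 genes, against 1131). The largest number of genes downregulated at a single DPA stayed at 21 DPA in these 2 settings.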

The greatest numbers of up- and downregulated genes in RD57 were observed at 7 DPA (263 genes) and 14 DPA (422 genes), respectively. The number of commonly expressed genes was higher between consecutive time points; only a small subset, i.e., (six in total) was commonly expressed between the early (7 DPA) and late (28 DPA) stages. 

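Between consecutive DPA, 537 upregulated and 484 downregulated genes were shared by 7 and 14 DPA, 388 and 473 by 14 and 21 DPA, and 452 and 52 by 21 and 28 DPA, whether or not they were also DEGs at other DPA. Between DPA farther apart, 385 and 416 were shared by 7 and 21 DPA, 365 and 30 by 14 and 28 DPA, and 345 and 24 by 7 and 28 DPA. Genes that were DEGs at 1 pair of DPA and at no other numbered 182 upregulated and 125 downregulated at 7 and 14 DPA, 19 and 107 at 14 and 21 DPA, and 109 and 21 at 21 and 28 DPA. For DPA farther apart they numbered 29 and 55 at 7 and 21 DPA, 23 and 1 at 14 and 28 DPA, and 16 and 0 at 7 and 28 DPA. From the genes upregulated across DPA, which outnumbered those downregulated, the paper concludes that the cultivars differ in their transcriptional responses according to the stage of grain development.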

Genes underscoring storage product accumulation, including *AgpL2*, *AgpS2b*, *BEI*, *BEIIb*, *bZIP10-like*, *GluA-1.2*, *GluA-1.3*, *GluD-1*, *PHOL*, and *PUL*, were upregulated in RD6 at 28 DPA, while *GBSSI* was commonly upregulated at both 7 DPA and 21 DPA. In addition, *bZIP44-like* was commonly upregulated in RD6 at 7 DPA and 14 DPA, whereas *SNRK2.10* was downregulated in RD6 at 7 DPA.

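GBSSI and AgpS2b are not named in the deposited table. They were taken as XLOC_023977 and XLOC_033053, the identifiers read by eye from the gene labels of Fig. 2A, and the other genes of this list are not analysed here. The Log2FC of GBSSI (RD57 over RD6) was 2.61 at 7 DPA (standard error 0.77, adjusted p = 0.0136) and 3.49 at 21 DPA (standard error 0.77, adjusted p = 0.00123), and all 3 libraries of RD57 lay above those of RD6 at both DPA. With quantile normalization the difference at 7 DPA was no longer past the threshold (Log2FC 1.80, adjusted p = 0.0971). Over 12 alternatives, namely 6 other settings and 6 fits that each left out 1 library, the adjusted p ranged from 4.30e-04 to 0.0971 at 7 DPA and from 0.00103 to 0.0112 at 21 DPA. The Log2FC of AgpS2b at 28 DPA was -1.94 (standard error 0.63, adjusted p = 0.0416), higher in RD6 but under the absolute Log2FC of 2 set for DEGs. All 3 libraries of RD6 lay above those of RD57. Without RD6 28 DPA replicate 3 it was -0.76 (adjusted p = 0.184). Leaving out any single RD57 library at 28 DPA also gave an adjusted p above 0.05 (0.0694 to 0.137), and so did the fit to only the 6 libraries of the DPA. Over the 12 alternatives the adjusted p ranged from 0.00897 to 0.226, and the Log2FC from -2.57 to -0.76.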

### 3.2 Temporal dynamics of transcriptome profiles across seed development stages

Significant temporal expression profiles were categorized into nine patterns for RD6 and ten patterns for RD57 (Fig. S4). Five patterns from RD6 and six patterns from RD57 showed active expression during early seed development (i.e., at 7 and 14 DPA). Eight pairs of significantly correlated profiles between RD6 and RD57 were observed (Fig. S5). The profile pairs of Pattern 40 and Pattern 45 were the primary focus (Fig. 2), as they contained genes involved in starch and storage protein biosynthesis.

**Fig. 2:**
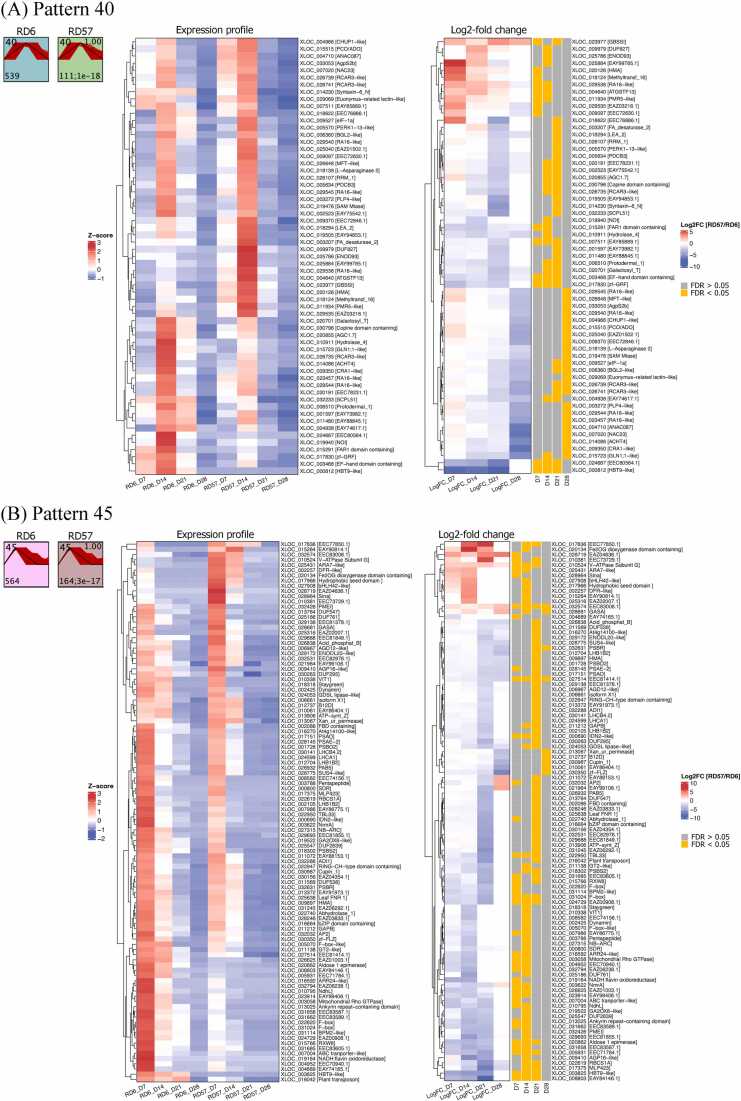
Significantly correlated temporal expression profile patterns between RD6 and RD57. (A) Pattern 40 and (B) Pattern 45. The temporal expression profiles of RD6 and RD57 are shown in the top row, with the pattern names in the top-left corner. The correlation coefficients, p-values, and the number of overlapping genes are displayed in the top-right and bottom-left corners of the RD57 box, respectively. Heatmaps of the overlapping genes between RD6 and RD57 in each pattern are shown. Each column represents a DPA, and each row is a gene. The left heatmap displays expression levels converted to z-scores for comparative analysis across time-points. Red indicates high expression levels, while blue represents low expression levels. The right heatmap shows Log2FCs in expression levels, with red and blue indicating upregulation and downregulation in RD57, respectively. Significant DEGs at each DPA are highlighted in yellow.

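The paper assigned temporal patterns with the Short Time-series Expression Miner, which was not run here. The DPA with the highest mean log2(FPKM + 0.5) was used in its place. Of the 3781 DEGs, 379 were highest at 14 DPA in both cultivars, 1022 in RD57 and 895 in RD6. An absolute Log2FC of at least 1, the choice that moved this number most, gave 1310 DEGs highest at 14 DPA in both cultivars. AgpS2b (identifier read from Fig. 2A) had 2368 ± 38.6, 3306 ± 556 and 458 ± 160 FPKM in RD57 at 7, 14 and 21 DPA (SD, n = 3). In RD6 it had 1490 ± 211, 2691 ± 359 and 786 ± 360 FPKM. Expression of GBSSI was also highest at 14 DPA in both cultivars.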

Pattern 40 reflected active gene expression at 14 DPA (Fig. 2A), including starch biosynthetic genes, *AgpS2b* and *GBSSI,* in both RD6 and RD57. The expression profiles of *AgpL2*, *BEI*, *BEIIb*, *PHOL*, and *PUL* in RD6, as well as *GluA-1.2*, *GluA-1.3*, and *GluD-1* in RD57, also grouped into this pattern. 

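Genes named in the labels of Fig. 2A were looked up by the identifiers read there. AtGSTF13 (XLOC_004640) had 49.7 ± 6.22 FPKM in RD57 and 7.04 ± 3.29 FPKM in RD6 at 14 DPA (SD, n = 3), a Log2FC of 2.84 (standard error 0.42, adjusted p = 1.39e-05), with all RD57 libraries above all RD6 libraries. ENOD93 (XLOC_025786) had 44.8, 84.4 and 233 FPKM in the RD57 libraries at 14 DPA and 20.7 ± 7.18 FPKM in RD6. Its Log2FC was 2.25 (standard error 0.59, adjusted p = 0.00560). Without RD57 14 DPA replicate 3, the library with 233 FPKM, it was 1.62 (adjusted p = 0.0510, against 0.00133 to 0.0366 without any other library of that DPA). In RD6, ENOD93 was as high at 7 DPA, with 21.7 ± 6.95 FPKM.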

Clustering of overlapping genes from both genotypes revealed genes such as *AtGSTF13* and *ENOD93* that were expressed significantly higher in RD57. Conversely, genes encoding EF-hand domain-containing, FAR1 domain-containing, zf-GRF, NOI, AGC1.7, Hydrolase_4, and Galactosyl_T were expressed at higher levels in RD6 (Fig. 2A).

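The 7 genes were looked up by the identifiers read from Fig. 2A, and each was lower in RD57 at the DPA of its largest difference. At 7 DPA zf-GRF had a Log2FC of -2.56 (adjusted p = 2.60e-06). At 14 DPA the Log2FC was -2.02 for FAR1 (adjusted p = 9.87e-06) and -2.10 for NOI (adjusted p = 0.00100). At 21 DPA it was -2.03 for the EF-hand gene (adjusted p = 9.03e-05), -2.22 for AGC1.7 (adjusted p = 2.23e-04) and -2.50 for Galactosyl_T (adjusted p = 7.66e-06). For AGC1.7 the value of RD57 21 DPA replicate 2 (1.42 FPKM) equalled the mean of the other replicates, as a filled value does. A filled value narrows the spread behind that call. AGC1.7 had the opposite direction at 7 DPA, with a Log2FC of 1.11 that did not pass the threshold (adjusted p = 0.0529). It passed without RD57 7 DPA replicate 1 (1.78, adjusted p = 1.45e-04) and without RD6 7 DPA replicate 1 (1.47, adjusted p = 0.0153), while the other 4 fits that left out 1 library gave adjusted p from 0.169 to 0.319. Hydrolase_4 did not reach an absolute Log2FC of 2. It had 14.2 ± 4.22 FPKM in RD57 and 46.1 ± 5.70 FPKM in RD6 at 14 DPA (SD, n = 3), a Log2FC of -1.70 (adjusted p = 0.0115), and without RD57 14 DPA replicate 3 it had -1.43 (adjusted p = 0.0631). Leaving out 1 library also brought the Log2FC under 2 in size for NOI (-1.51 without RD57 14 DPA replicate 1), FAR1 (-1.69 without RD57 14 DPA replicate 2) and the EF-hand gene (-1.77 without RD6 21 DPA replicate 3).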

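By the DPA of the highest mean, 1100 of the DEGs peaked at 7 DPA in both cultivars, 1879 in RD57 and 2018 in RD6. Of the 1100, 906 fell or stayed level at every later step in RD57 and 942 did so in RD6. In both cultivars at once, 785 genes (71.4%) did. An absolute Log2FC of at least 1 gave 2971 DEGs that peaked at 7 DPA in both cultivars.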

The genes in pattern 45 were actively expressed at 7 DPA, followed by a gradual decrease in expression levels (Fig. 2B). Only the expression profiles of starch biosynthetic *BEI*, *BEIIb*, *PHOL* and *PUL* in RD 57 were assigned to this group. Among the common genes from RD6 and RD57 sharing this pattern, *Sina* and *V-ATPase Subunit G* were expressed at higher levels in RD57. In contrast, higher expression of genes encoding Ankyrin repeat-containing domain, F-box, NADH:flavin oxidoreductase, NdhL, Mitochondrial Rho GTPase, RXW8, AP2, Aldose 1-epimerase, NmrA, and TBL33 was observed in RD6 (Fig. 2B).

### 3.3 Co-expression networks of starch biosynthesis-related genes

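Pairs of DEGs were counted by Spearman's coefficient across the 6 libraries of a DPA, with the DEGs that peaked at 14 or 7 DPA in both cultivars in place of the paper's patterns 40 and 45. A coefficient above 0.9 in size was required. In a comparison chosen after the data were seen, 1.68% to 2.25% of pairs reached it when the libraries were shuffled separately in each gene, over 20 shuffles for each DPA and peak. Among DEGs that peaked at 14 DPA, 6432 pairs passed at 7 DPA, 3374 at 14 DPA, 9155 at 21 DPA and 1300 at 28 DPA. These were 10.5%, 4.71%, 15.4% and 13.0% of the pairs of genes that varied at that DPA. Among DEGs that peaked at 7 DPA, 93611 pairs passed at 7 DPA, 63138 at 14 DPA, 54996 at 21 DPA and 10420 at 28 DPA. These were 15.5%, 16.9%, 24.1% and 28.3% of the pairs. Fewer genes varied at 28 DPA, 142 and 272 of the DEGs that peaked at 14 and 7 DPA, since the rest were listed at 0 in every library. The 6 libraries fall into the 2 cultivars, and DEGs were selected for a difference between them. After the mean of each cultivar was subtracted, 5.92%, 3.44%, 7.58% and 6.22% of pairs passed at 7, 14, 21 and 28 DPA among DEGs that peaked at 14 DPA. Libraries shuffled within each cultivar, a comparison also chosen after the data were seen, gave 5.29%, 2.97%, 6.93% and 4.37%. Among DEGs that peaked at 7 DPA, 8.91%, 10.3%, 13.5% and 16.7% of pairs passed, against 8.62%, 10.1%, 13.5% and 16.6% after that shuffling. With 3 libraries per cultivar, a single pair cannot be tested in 1 cultivar taken alone.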

From the co-expression analysis, the greatest number of significantly correlating pairs was observed at 21 DPA for Pattern 40 and at 7 DPA for Pattern 45, whereas the fewest pairs were detected at 28 DPA for both patterns (Table S5). 

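Among DEGs that peaked at 14 DPA in both cultivars, the coefficient was positive in 86.5%, 52.9%, 86.8% and 69.7% of the pairs that passed at 7, 14, 21 and 28 DPA. Among DEGs that peaked at 7 DPA it was positive in 86.1%, 90.6%, 94.3% and 89.4% of these pairs.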

Most correlated genes showed positive associations.

Co-expression networks of starch biosynthetic genes were constructed for each DPA using only positive and significant correlations (*p* < 0.01) (Fig. 3 and Fig. S6). Pattern 40 showed more co-expressed genes than Pattern 45, with the largest networks at 21 DPA (204 pairs) for Pattern 40 and 7 DPA (58 pairs) for Pattern 45. Both patterns had the fewest pairs at 14 DPA (53 and 5 pairs, respectively). Several starch biosynthetic genes, including *AgpL2*, *AgpS2b*, *GBSSI*, *GluA-1.2*, *GluA-1.3*, and *GluD-1*, were co-expressed in Pattern 40, while *BEI*, *BEIIb*, *PHOL*, and *PUL* appeared in both patterns. Notably, *GBSSI* was only co-expressed with *BEIIb* at 7 DPA, and *BEI* and *GluA-1.3* formed a single pair of starch biosynthetic genes at 14 DPA of Pattern 40. For genes from Pattern 40, *AgpL2*, *GluA-1.2*, and *BEI* were co-expressed with the other starch biosynthetic genes, except *GBSSI*. *GluD-1* was not co-expressed with *GBSSI*, *PHOL*, or *PUL*, and *GluA-1.3* showed no associations with *AgpS2b*, *BEIIb*, *GBSSI*, *PHOL*, or *PUL* (Fig. 3A and Fig. S6A). For Pattern 45, *BEI* and *PHOL*, and *BEIIb* and *PUL* were co-expressed at 7 DPA and 28 DPA, respectively, while all four genes were co-expressed at 21 DPA (Fig. 3B and Fig. S6B).

**Fig. 3:**
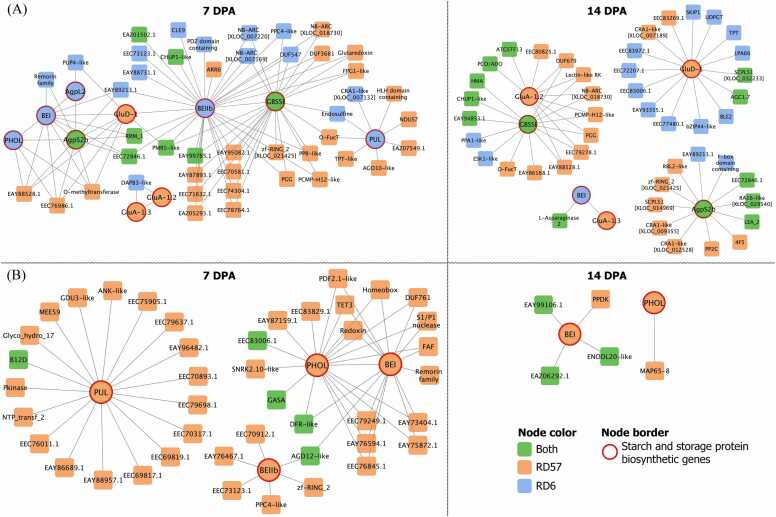
Co-expression networks of genes involved in starch biosynthesis. (A) Selected genes from Pattern 40 at 7 and 14 DPA. (B) Selected genes from Pattern 45 at 7 and 14 DPA. The color of the nodes corresponds to the rice genotypes, with green representing co-expressed genes common to both RD6 and RD57, blue for RD6-specific genes, and orange for RD57-specific genes. Starch and storage protein biosynthetic genes are represented as nodes with a red border.

A summary of the co-expression analysis is provided in Table S5, and detailed interpretations of these correlation pairs are discussed in the Discussion section.

### 3.4 Comparative expression patterns of starch biosynthesis and storage protein-related genes

The expression patterns of starch and storage protein biosynthetic genes were observed and compared between RD6 and RD57 throughout caryopsis development (Fig. 4). *OsAGPL1, OsBEIIa, OsPHOH,* and *OsDPEII* mRNAs increased at 7 DPA and were maximal at 28 DPA in *waxy* RD6, whereas the expression levels of *OsBEIIa, OsSSIIIb, OsDPEI, and OsDPEII* increased at 7 DPA and reached a maxima at 28 DPA in the high-amylose RD57 rice (Fig. 4). The expression of *OsAGPL1 and OsPHOH* genes increased at 7 DPA, was highest at 21 DPA, and subsequently declined at 28 DPA in RD57 (Fig. 4). *OsAGPL1* expression was significantly lower in RD57 than in RD6 at the middle and late grain filling stage (14 and 28 DPA, respectively) (Fig. 4). At 21 DPA *OsDPEII* transcript was lower in RD6 than RD57, while at 7 DPA *OsSSIIIb* transcripts in RD6 was substantially higher than that in RD57 (Fig. 4). *OsSSIIIb* and *OsDPEI* transcripts in RD6 seeds declined from 7 to 14 DPA, then gradually increased to a maximum level at 28 DPA (Fig. 4).

**Fig. 4:**
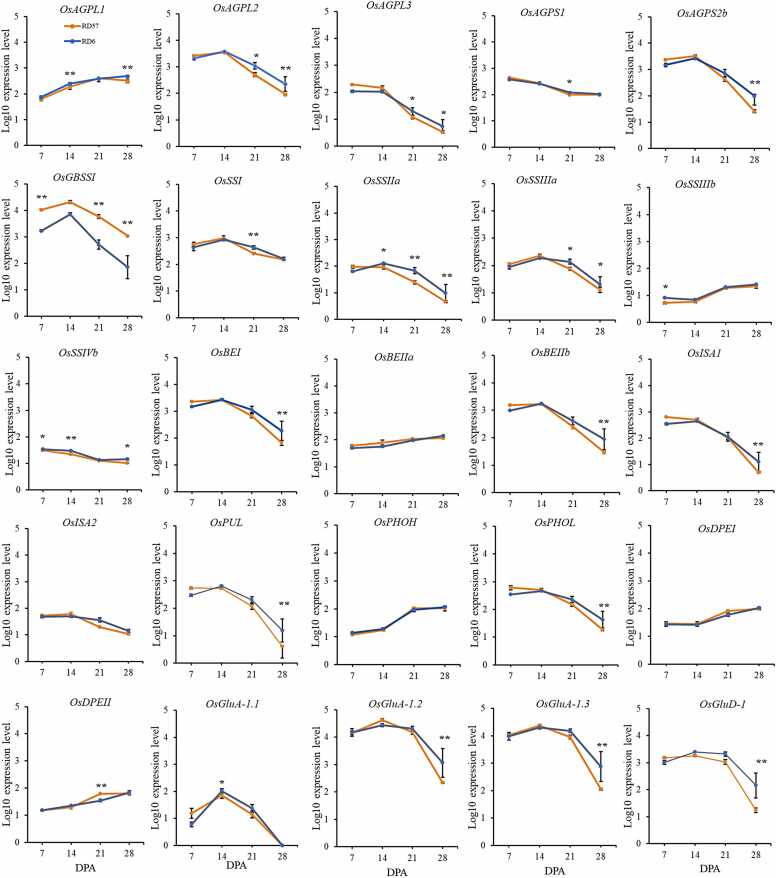
Variations in transcriptional expression of starch and main storage protein biosynthetic genes in developing seeds of RD6 and RD57. The x-axis shows the day of seed collection after anthesis (DPA). The y-axis displays log10 gene expression level based on RNA-Seq analysis. Data are represented as means ± SEM of three biological replicates. The * and ** symbols denote statistically significant differences in transcript levels between RD6 and RD57 at the same developmental stage with *p* ≤ 0.05 and *p* ≤ 0.01, respectively.

Twelve genes initially increased expression at 7 DPA, reached a maximum level at 14 DPA, and gradually diminished to a minimum level at 28 DPA in both RD6 and RD57. These genes were *OsAGPL2, OsAGPS2b, OsGBSSI, OsSSI, OsSSIIIa, OsBEI, OsBEIIb, OsISA2, OsGluA-1.1, OsGluA-1.2, OsGluA-1.3,* and *OsGluD-1* (Fig. 4). Nonetheless, all of these genes except *OsISA2* were differentially expressed at certain development stages between the two rice cultivars (Fig. 4). 

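Changes between consecutive DPA were tested with limma for GBSSI and AgpS2b, the genes of Fig. 4 whose identifiers could be read from Fig. 2A. From 7 to 14 DPA, log2 expression of GBSSI rose by 0.97 in RD57 (adjusted p = 0.349) and by 2.06 in RD6 (adjusted p = 0.0366). AgpS2b rose by 0.47 in RD57 (adjusted p = 0.638) and by 0.85 in RD6 (adjusted p = 0.315), so of these 4 rises only that of GBSSI in RD6 passed the threshold. From 14 to 21 DPA, GBSSI fell by 1.84 in RD57 (adjusted p = 0.0434) and by 3.81 in RD6 (adjusted p = 2.78e-04). AgpS2b fell by 2.90 in RD57 (adjusted p = 4.44e-04) and by 1.90 in RD6 (adjusted p = 0.0140). From 21 to 28 DPA, GBSSI fell by 2.39 in RD57 (adjusted p = 0.0378) and by 2.86 in RD6 (adjusted p = 0.00629). AgpS2b fell by 4.10 in RD57 (adjusted p = 4.64e-05) and by 2.86 in RD6 (adjusted p = 0.00117). With quantile normalization, neither the rise of GBSSI in RD6 nor its falls in RD57 passed the threshold. The rise of GBSSI in RD6 was also not past it without any 1 of the 6 libraries (adjusted p = 0.0523 to 0.100), and neither was its fall from 14 to 21 DPA in RD57 (0.0562 to 0.126). Its fall from 21 to 28 DPA in RD57 passed only without RD57 21 DPA replicate 2 (0.0487 to 0.129 over these fits). In RD6 that fall was not past the threshold without RD6 28 DPA replicate 1 (adjusted p = 0.0505) or 2 (0.0601), nor was that of AgpS2b from 14 to 21 DPA without RD6 21 DPA replicate 1 (0.0886). In these fits a gene has a single variance over all DPA. It includes the spread of RD6 at 28 DPA, 22.5 to 521 FPKM for GBSSI and 40.6 to 506 FPKM for AgpS2b. Tests of changes up to 21 DPA never left out RD6 28 DPA replicate 3, so rises that did not pass may reflect that spread.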

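Fig. 4 shows 25 genes, of which 2, GBSSI and AgpS2b, were identified in the deposited table. Their 8 comparisons between cultivars gave 4 with an adjusted p of at most 0.05 over all genes tested, and 4 when adjusted over the list alone. These were GBSSI at 7, 21 and 28 DPA, higher in RD57, and AgpS2b at 28 DPA, higher in RD6. The paper selected genes of these pathways from published work, but the 2 identified here are labelled in Fig. 2A, which was drawn from these samples, so the second count is not independent evidence.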

*OsAGPL2* and *OsSSIIIa* mRNAs were higher in RD6 than in RD57 during the late grain filling stage (21 and 28 DPA) (Fig. 4), while for *OsGluA-1.1* it was at 14 DPA (Fig. 4). In contrast, *OsGBSSI* expression was 3- to 10-fold lower in RD6 rice grain compared to RD57 throughout grain filling (Fig. 4).

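Expression of GBSSI in RD57 was 10644 ± 1237, 21225 ± 5229, 5970 ± 1588 and 1113 ± 30.5 FPKM at 7, 14, 21 and 28 DPA (SD, n = 3). In RD6 it was 1743 ± 136, 7381 ± 1555, 598 ± 352 and 191 ± 286 FPKM. The ratio of the means, RD57 over RD6, was 6.11, 2.88, 9.99 and 5.83. At every DPA all 3 libraries of RD57 lay above those of RD6 (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). When each library was left out in turn, the ratio ranged from 5.79 to 6.49 at 7 DPA, from 2.47 to 3.21 at 14 DPA and from 7.70 to 14.1 at 21 DPA. At 28 DPA it ranged from 4.04 to 42.5, and the highest value was the one without RD6 28 DPA replicate 3, in which GBSSI was 521 FPKM against 29.8 and 22.5 FPKM in the other replicates.

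**Figure D2:**
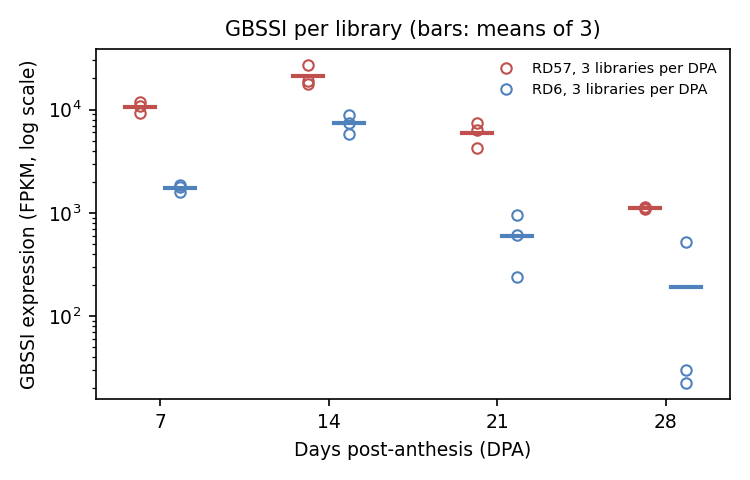
GBSSI expression in FPKM on a log scale (y axis) in each library of RD57 and RD6 at 7, 14, 21 and 28 DPA (x axis). Circles are libraries and bars are means of 3. The RD6 libraries at 28 DPA lie at 22.5, 29.8 and 521 FPKM, the widest spread of any group, and every RD57 library lies above every RD6 library of its DPA.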

The expression of four genes, i.e., *OsSSIIa, OsISA1, OsPUL,* and *OsPHOL* peaked early and then decreased. In RD57, peak expression occurred at 7 DPA and decreased from 14 DPA onwards, whereas in RD6 these transcripts peaked later, at 14 DPA, and declined from 21 DPA (Fig. 4), suggesting important temporal regulation in their expression. *OsISA1, OsPUL,* and *OsPHOL* transcripts were also lower in RD57 than in RD6 at the late filling stage (28 DPA; Fig. 4). Interestingly, the expression level of the *OsSSIIa* gene in RD6 grain was significantly higher than that in RD57 from mid-to-late, i.e. 14–28 DPA (Fig. 4).

The expression of four genes including *OsAGPL3*, *OsAGPS1*, *OsSSIVb*, and *OsISA2* declined gradually from 7 to 28 DPA in both genotypes (Fig. 4). *OsAGPL3* mRNAs in RD6 were considerably higher than that in RD57 at 21 and 28 DPA, while the *OsAGPS1* mRNA in RD6 was only higher than that in RD57 at 21 DPA (Fig. 4). *OsSSIVb* expression was low, but in RD6, it was significantly higher than RD57 throughout grain filling at 7, 14 DPA, and 28 DPA filling stages (Fig. 4).

Overall, we demonstrated significant differences in the degree of expression of some starch biosynthetic genes and all storage protein genes in developing endosperms between the waxy RD6 and high-amylose RD57 cultivars. Nevertheless, no difference in their temporal pattern was observed between the two genotypes with different grain starch properties. This suggests that while the expression levels of starch and storage protein biosynthetic genes vary significantly between the two cultivars, their temporal regulation during the critical phase of grain filling was largely consistent.

### 3.5 Quantitative Real-time PCR (qRT-PCR) and enzymatic activity validation of grain starch and storage protein-related genes

Transcripts of the differentially expressed starch and storage protein genes were compared to qRT-PCR (Fig. 5A-C), enzyme activity or protein staining (Figs. 5D and 5E), and activity assays (Fig. 5F). Results from our qRT-PCR analysis of *OsAGPS1*, *OsBEI*, and *OsGluD* (Fig. 5A-C) were similar to those from the RNA-seq data (Fig. 4), validating the gene expression data in this study. Native-PAGE/activity staining of BEI demonstrated that the protein level and enzymatic activity of the BEI isozyme (Fig. 5E) were consistent with the *OsBEI* expression pattern obtained from transcriptomic profiling (Fig. 4). On the Native-PAGE gel, the BEI-corresponding protein bands were most intense at 7- and 14 DPA in both RD6 and RD57 developing endosperms (Fig. 5E). The bands became faint at 21 DPA and were undetectable at 28 DPA in RD57 grain, whereas they were not observable at both 21 and 28 DPA in RD6 caryopses (Fig. 5E). This enzyme activity coincided with the RNA-seq (Fig. 4) and qRT-PCR (Fig. 5B) data indicating that the expression level of the *OsBEI* transcript in both genotypes increased from 7 DPA to reach its highest level at 14 DPA, and then rapidly declined to its lowest amount at 28 DPA (Fig. 4).

**Fig. 5:**
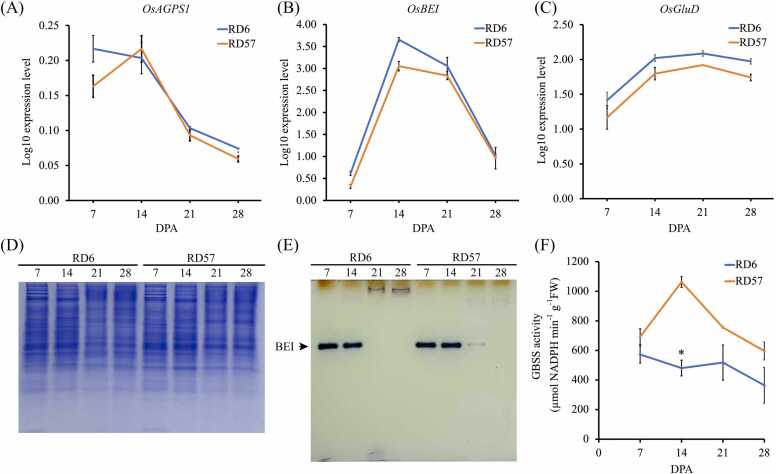
Validation of RNA Sequencing data with real-time quantitative PCR and enzymatic activity analyses. qRT-PCR analysis showing the log10 relative expression of **(A)***OsAGPS1,***(B)***OsBEI,* and **(C)***OsGluD* in developing seeds of RD6 and RD57 at 7, 14, 21, and 28 DPA. **(D)** Total proteins in developing endosperm of RD6 and RD57 at 7, 14, 21, and 28 DPA were separated by Native-PAGE and stained with Coomassie Brilliant Blue. **(E)** Activity staining of BEI and **(F)** GBSS activity in developing endosperm of RD6 and RD57. Data are represented as means ± SEM of three biological replicates. An asterisk (*) represents statistically significant differences in GBSS activity between RD6 and RD57 at the same developmental stage by independent Student’s *t*-test at *p* ≤ 0.05.

The temporal pattern of *OsGBSSI* expression (Fig. 4) and GBSS enzyme activity (Fig. 5F) in RD57 throughout grain filling were similar, but these patterns differed in RD6 (Figs. 4 and 5F). In RD57, GBSS activity was high at 7 DPA, peaked at 14 DPA, and was strikingly lower at late grain filling stages (Fig. 5F). In RD6, GBSS activity fluctuated during grain filling and was markedly lower than that of the high-amylose RD57 cultivar across seed development (Fig. 5F). The GBSS activity, especially the GBSSI isoform, plays a major role in synthesizing amylose in the rice endosperm [12]. Consistently, the RD6 endosperm with a lower GBSS activity contained a noticeably lower amylose accumulation compared to RD57 (Figs. 5F and 6A).

**Fig. 6:**
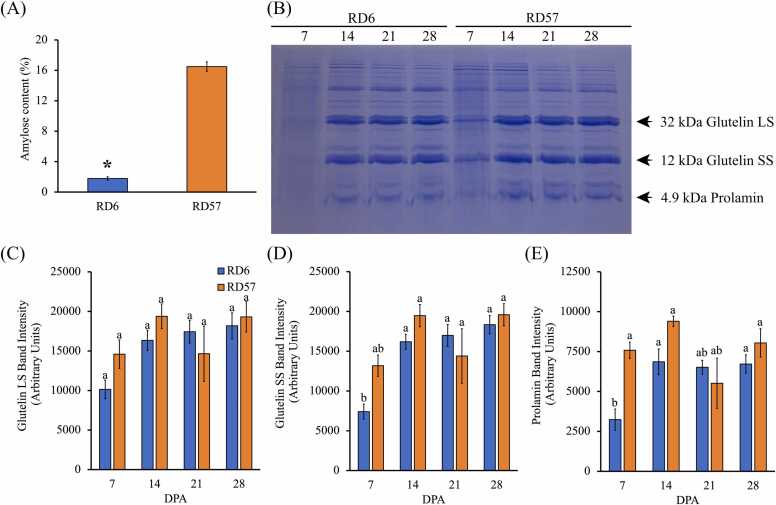
Variation in amylose content and storage protein composition of RD6 and RD57 endosperms. (A) Amylose content in the mature endosperm of RD6 and RD57. Values are mean ± SEM of three biological replicates. The vertical bar marked with an asterisk (*) indicates a statistically significant difference between RD6 and RD57 by independent Student’s *t*-test at *p* ≤ 0.05. (B) SDS-PAGE gel displaying glutelin LS, glutelin SS, and prolamin storage proteins from the RD6 and RD57 endosperm at 7, 14, 21, and 28 DPA. Densitometry plots displaying the protein band intensity of (C) glutelin LS, (D) glutelin SS, and (E) prolamin. The vertical bars represent the relative intensity of the target polypeptide bands. Values are means ± SEM of three biological replicates. Means with different superscripts are significantly different (*p* ≤ 0.05) by Tukey’s test.

### 3.6 Grain starch and storage protein composition

Waxy rice RD6 had 5-fold lower amylose than the high amylose rice RD57 (Fig. 6A). This agrees with the lower GBSS activity in RD6 endosperm compared to that of RD57 at 14 DPA (Fig. 5F). In addition, total crude proteins from RD6 and RD57 rice grains were extracted to examine the temporal expression patterns of the glutelin large (LS) and small subunit (SS), and the prolamin storage proteins. The protein bands of the two major grain storage proteins, 4.9 kDa prolamin and glutelin (32 kDa glutelin LS and 12 kDa glutelin SS), were visible on the discontinuous polyacrylamide gel (Fig. 6B). Densitometry plots of the bands of the three proteins indicated that they were barely detectable at 7 DPA and then increased and remained constant after 14 DPA in both genotypes (Fig. 6C-E). This is consistent with the temporal expression patterns of various glutelin mRNAs in RD6 and RD57 caryopses (Fig. 4). *OsGluA-1.1*, *OsGluA-1.2*, *OsGluA-1.3*, and *OsGluD-1* were activated at 7 DPA, reached a maximum level at 14 DPA, and gradually declined from 21 DPA (Fig. 4).

### 3.7 *In silico* TF binding motif prediction

We further performed *in silico* predictions of bZIP binding motifs among starch biosynthetic genes. The bZIP10 protein formed a homodimer, whereas bZIP44 formed a heterodimer with bZIP10, consistent with previous studies [61], [62]. Structural predictions of the bZIP10 homodimer and bZIP10–bZIP44 heterodimer revealed leucine-zipper–mediated DNA contacts typical of bZIP TFs. Both complexes showed the canonical N-(x₇)-R binding signature [55]. The bZIP10 homodimer was predicted to bind the *BEI* promoter at –171 to –161, recognizing a C-box–like motif (5′-CACGTC-3′) (Fig. 7A). The bZIP10–bZIP44 heterodimer would bind the –561 to –551 region, interacting with an A-box–like motif (5′-TGACTCA-3′) (Fig. 7B). In total, 19 and 16 TF binding sites were identified for the homo- and heterodimers, targeting 12 and 10 starch and storage protein genes, respectively (Table S7). These results suggest that bZIP10 and bZIP44 recognize conserved bZIP cis-elements, including G-, C-, and A-box motifs [63], [64], [65] (Fig. 7C), and may regulate starch and storage protein biosynthetic gene expression. As targets for improving indica rice starch, further study of these TF interactions with starch and protein genes should be examined via ChIP-seq, transgenesis, or gene editing approaches.

**Fig. 7:**
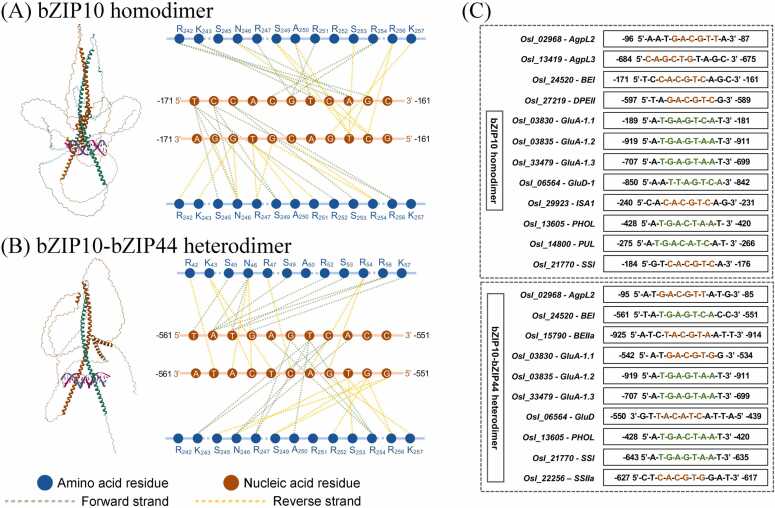
TF–DNA motif predictions of bZIP10 and bZIP44 with starch and storage protein biosynthetic gene promoters. (A–B) Predicted DNA-binding models of the bZIP10 homodimer and bZIP10–bZIP44 heterodimer complexed with the *BEI* promoter. The diagrams show interactions between protein secondary structures and double-stranded DNA. Blue and orange circles represent amino acid residues and nucleic acid motifs, respectively. Bonding interactions are color-coded: green for the forward and yellow for the reverse strand. (C) Predicted promoter regions containing bZIP10 homodimer and bZIP10–bZIP44 heterodimer motifs upstream of 12 and 10 starch biosynthetic genes, respectively. Conserved motifs are highlighted in orange for the G-box (5′-(G/C)ACGTG-3’) and C-box (5′-(G/C)ACGTC-3’), and in green for the A-box (5′- T(G/T)A(G/C)T(C/A)(A/C)-3′).

## 4 Discussion

RD6 and RD57 indica rice starch exhibited distinct compositions and molecular structures, associated with differences in their physicochemical and functional properties [9], thereby influencing the nutritional value, ECQ, and health benefits of cooked rice grains. Developing new Thai commercial rice varieties with desired grain traits requires an in-depth understanding of the regulatory mechanisms controlling both starch and storage protein accumulation at both the transcriptional and post-translational levels. We thus investigated the gene expression patterns and enzymatic activities of major starch and storage protein biosynthetic enzymes in developing endosperms of these two indica rice genotypes. The results showed that most storage composition-related genes in both RD6 and RD57 were expressed at high levels from 7 to 21 DPA (Fig. 4), which likely contributed to notable increases in starch accumulation and grain weight throughout development [11]. Although there were small variations in the temporal expression patterns of genes associated with seed starch biosynthesis between waxy RD6 and high-amylose RD57 rice, significant differences in their expression levels were only observed at distinct grain-filling stages (Fig. 4).

### 4.1 Temporal expression of starch biosynthesis genes and their putative regulators

#### 4.1.1 ADPglucose biosynthesis

The large (AGPL) and small (AGPS) subunits of *AGPase* showed distinct expression patterns. *AGPL1* at 14 and 28 DPA and *AGPL2* and *AGPL3* at 21 and 28 DPA were higher in RD6 than RD57 (Fig. 4). In addition, *AGPS1* and *AGPS2b* genes were expressed higher in RD6 at 21 and 28 DPA, respectively (Fig. 4). 

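Of these genes, AGPS2b was identified in the deposited table, by the identifier read from Fig. 2A. At 28 DPA it was listed at 45.8, 40.6 and 506 FPKM in RD6 replicates 1, 2 and 3, and at 25.6 ± 5.31 FPKM in RD57 (SD, n = 3). All RD6 libraries lay above all RD57 libraries (exact two-sided permutation test, p = 0.1). Replicate 3 was 11.7 times the mean of the other RD6 replicates, and the mean of RD6 at 28 DPA rests on that library.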

Reduced GBSSI activity and amylose synthesis in RD6 (Fig. 5F and Fig. 6A) drastically alter cellular sugars [66] and may explain the generally higher expression of most AGPase subunits in RD6 due to their sensitivity to transcriptional sugar signaling [66]. Interestingly, the temporal expression pattern of *AGPL2* and *AGPS2b* the two cytosolic isoforms that account for more than 80 % AGPase activity in rice endosperm [12], [22], [67] were similar in both genotypes, with high expression from 7 to 21 DPA (Fig. 4). *AGPL2* and *AGPS2b* expression also matched the expression patterns and levels of genes encoding GBSS and SS throughout grain development of RD6 and RD57 (Fig. 4).

#### 4.1.2 Putative regulators of starch precursor biosynthesis

Co-expression gene networks (Fig. 3 and Fig. S6) identified putative regulation of the starch genes *AGPL2*, *AGPS2b*, *BEIIb*, and *PUL* in RD6 and RD57 by the ABA receptor 3-like (RCAR3-like) at 28 DPA (Fig. S6A). 

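The identifier of RCAR3-like, XLOC_026739, was read from the labels of Fig. 2A. At 28 DPA, RCAR3-like was listed at 22.4, 14.1 and 91.9 FPKM in RD6 replicates 1, 2 and 3 and at 2.63 ± 1.26 FPKM in RD57 (SD, n = 3). Its Log2FC was -3.40 (standard error 0.53, adjusted p = 7.54e-05), and -2.62 without RD6 28 DPA replicate 3 (adjusted p = 2.85e-04). In RCAR3-like and in AGPS2b alike, all RD6 libraries lay above all RD57 libraries at 28 DPA. The libraries thus form 2 clusters of 3, and no coefficient over the uncorrected values is given. After the mean of each cultivar was subtracted, Spearman's rho was 0.943 (n = 6, exact two-sided permutation test, p = 0.0167 over all orders of the libraries). Over the 36 orders that exchange libraries only within a cultivar, a test chosen after the data were seen, the exact p was 0.111. Pearson's r of the same deviations was 0.929 (exact permutation test within the cultivars, p = 0.0833). It was 0.762 without replicate 3 of RD6 and of RD57, the libraries farthest from the median of RCAR3-like. The deviations were still taken from means that included these libraries. The value 0.762 therefore does not show how much correlation was left without them. RCAR3-like with AGPS2b was the only pair of the paper's list in which both genes were identified.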

The regulatory components of ABA receptors (RCARs), particularly the pyrabactin resistance 1-like (PYR/PYL) family of receptors, mediate ABA functions in cereal grains [68], [69]. ABA regulates starch biosynthesis in cereal grains through their action on the expression of *AGPase*, *SSI*, *SSIIIa*, and *ISA1* [22], [70].

#### 4.1.3 Amylopectin and amylose biosynthesis

The expression of starch biosynthetic genes SS (isoforms *IIIb*, *I, IVb*, *IIa*, and *IIIa*)*, BE (*isoforms *I* and *IIb*), *ISA1*, *PUL*, and *PHOL* were higher in RD6 compared with RD57, depending on the filling stage examined (Fig. 4). *SSIIIb* and *SSI* expression were higher at 7 and 21 DPA, respectively, *SSIVb*, *SSIIa*, and *SSIIIa* at early, middle, and late grain filling stages respectively, and *BEI*, *BEIIb*, *ISA1*, *PUL*, and *PHOL* expression was higher at the late grain filling stage (28 DPA) of RD6 vs. RD57 (Fig. 4).

SS, BE, and DBE play a major role in synthesizing the amylopectin backbone [67], [71], [72], and this glucan is five-fold higher in RD6 compared to the non-glutinous RD57 rice [9]. The SS isoforms *I*, *IIa,* and *IIIa*, the BE isoforms *I* and *IIb*, and the DBEs *ISA1* and *PUL* were expressed at higher levels in RD6 than in RD57 rice during the grain filling (Fig. 4). Based on the chain length preference of these SS and BE isoforms [67], [71], [73], [74], our differential gene expression data in RD6 vs. RD57 were consistent with the amylopectin fine structure of their starches [9]. Accordingly, the RD6 starches had significantly higher swelling power, gelatinization temperature range, and gelatinization enthalpy and considerably lower solubility, peak gelatinization temperature, retrogradation temperatures, pasting temperature, setback, and resistant starch (RS) content than those of the high-amylose RD57 starch [9]. These RD6 grains may require more time and energy to cook, but provide a soft texture for several hours after cooking [9], [25]. On the other hand, the RD57 grains may give a hard texture and become less adhesive upon cooking, but its cooked grains may be healthier due to the higher content of RS, which functions like fiber [9], [25], [75].

#### 4.1.4 Transcriptional and post-transcriptional regulation of starch polymer biosynthesis

*BEI* gene expression (Fig. 4) was consistent with the BEI activity patterns displayed on the activity staining Native-PAGE (Fig. 5E). BEI activity was high in both cultivars at 7 and 14 DPA (Fig. 5E). Although the BEI isozyme was visible (Fig. 5D), its activity could not be detected at 21 and 28 DPA (Fig. 5E). BEI activity was elevated during the early and middle stages of grain filling [12], [71], [73] and is essential for the formation of long glucan chains that provide a starter for the formation of a new amylopectin cluster [12], [71], [76]. BEI may facilitate the functions of SSI, SSIIa, SSIIIa, and BEIIb to extend and form branch chains of the amylopectin cluster structure, and concertedly construct starch granules during the early and middle developmental stages [67], [71], [77]. Accordingly, our results showed that BEI expression pattern was comparable to those of SSI, SSIIa, SSIIIa, and BEIIb across the grain filling stage (Fig. 4).

Network analysis revealed that the *bZIP10-like* gene was co-expressed with several genes related to starch and storage protein biosynthesis pathways in RD6 and RD57 rice seeds at 21 DPA (Fig. S6A). The bZIP family of TFs in Japonica rice [22], [78], specifically *OsbZIP58*, were identified as key transcriptional activators of both starch synthesis-related genes (e.g., *OsAGPL3*, *Wx*, *OsSSIIa*, *OsBEI*, *OsBEIIb*, and *OsISA2*) and storage protein genes (e.g., *OsGluA1*, *OsGluA2*, *OsGluA3*, *OsGluB1*, and *OsGluD1*) [79]. It is interesting to see whether the identified bZIP10-like protein is also involved in the regulatory networks that control the production of grain starch and storage proteins in indica rice.

The two types of starch DBEs, ISA and PUL [1], [12], trim excess branches in amylopectin, contributing to the formation of a more crystalline and organized starch structure [12], [71]. Mutations in *ISA1* may lead to the accumulation of phytoglycogen [80] and alterations in the distribution of amylopectin chain length and branching patterns [81], which directly impact rice ECQ (i.e., gelatinization behavior, texture, and digestibility) [71], [80]. In this study, the glutinous high-amylopectin RD6 rice grain at 28 DPA had markedly higher levels of *ISA1* and *PUL* transcripts relative to the non-glutinous RD57 rice grain at the same developmental stage (Fig. 4), consistent with their differences in the proportion and fine structure of amylopectin [9]. The coordinated action of DBEs and starch PHO enzymes are fundamental to maintaining starch homeostasis in cereal grains [82].

Starch phosphorylase L (PHOL), localized to the plastid (Pho1: L type), catalyzes the reversible phosphorolysis of α-1,4-glucosidic linkages, releasing glucose-1-phosphate [82], [83]. PHOL is important for both the synthesis and degradation of starch, depending on the plant's developmental stage and energy requirements [82], [83]. Our co-expression networks demonstrated that the *SnRK2.10–like* gene was co-expressed with the *PHOL* at 7 DPA (Fig. 3B). While there is no direct evidence linking SnRK2.10-like to PHOL, it is noteworthy that the other member of the SnRK family, particularly SNF1-related protein kinase 1 (SnRK1), is associated with the regulation of starch biosynthesis enzymes [84]. Overexpression of *TaSnRK1α* led to increased starch content via enhanced activity of AGPase [85]. Thus, in addition to SnRK1, SnRK2.10-like protein may influence starch metabolism through modulation of specific enzymes.

*BEI* expression aligned with the expression patterns of *GBSSI* (Fig. 4) and GBSSI activity (Fig. 5F) throughout grain development of the non-glutinous RD57 rice. BEI and GBSSI may interact during the synthesis of amylose linear chains of the developing RD57 rice endosperm [67]. GBSSI catalyzes the linear chain elongation of amylose and amylopectin, while SBEI preferentially transfers shorter glucan chains to create a few branches via an α-1,6-glucan linkage [12], [67]. Similarly, the expression pattern of *BEI* also aligned with that of *GBSSI* in glutinous RD6 grain (Fig. 4).

The glutinous RD6 rice has the mutant *GBSSI* (waxy; *Wx*) gene [12], [86] and lower *GBSSI* transcript (Fig. 4) and enzymatic activity (Fig. 5F) throughout endosperm development, leading to 5-fold less amylose than RD57 starch (Fig. 6A). RD6 starch has a lower pasting temperature, final viscosity, and setback values compared to the RD57 starch [9], which gives it a stickier and softer texture and shorter cooking time compared to RD57 rice grain [9], [25]. Nonetheless, *GBSSI* mRNA accumulation was not consistent with its enzymatic activity, particularly at 7 DPA (Fig. 4 and Fig. 5F). Differences between *GBSSI* mRNA and enzyme activity can stem from defects in protein targeting/granule-binding, protein stability, or post‑translational modifications [87]. In rice endosperm GBSSI is normally localized in the amyloplast and tightly bound to the starch granule, and proper targeting/anchoring—mediated by starch‑binding adaptor proteins such as PTST and its rice homologs (OsGBP/PTST‑like)—is essential for enzyme stability and function [66], [87]. The waxy (*Wx*) mutation in RD6 may disrupt these adaptor interactions, causing accumulation of soluble, non‑granule‑bound GBSSI that is unstable and rapidly degraded proteolytically [66], [87]. Thus, despite the normal or elevated levels of *Wx* transcripts, GBSSI enzyme activity is markedly reduced due to post-translational destabilization of the mislocalized protein [66], [87].

Understanding the underlying mechanisms regulating *GBSSI* expression would allow the improvement of starch quality in indica rice cultivars. Here, gene networks highlighted co-expression between the *PPA1-like* gene encoding pyrophosphatase (PPase), and *GBSSI* in the endosperms of both RD6 and RD57 at 14 DPA (Fig. 3A). The pyrophosphatase enzyme may indirectly regulate the activity of the GBSSI enzyme by modifying the inorganic pyrophosphate (PPi.) levels in amyloplast [12], [88]. The accumulation of PPi can inhibit AGPase activity, [12], [88] and PPases plays a critical role [12], [88] by hydrolyzing PPi into two inorganic phosphate molecules, effectively driving the AGPase reaction thermodynamically forward [12], [88]. The co-expression of *PPA1-like* with *GBSSI* could ensure successful starch synthesis, especially in RD57 rice caryopses with high amylose production. We also identified genes encoding DUF630 and DUF632 domains that were co-expressed with *GBSSI* in the developing endosperms of both rice genotypes at the late filling stage (28 DPA) (Fig. S6A). This is important because a recent study identified a rice protein FGW1 with DUF630 and 632 domains, which positively regulates AGPase, SS, and sucrose synthase (SuSy) activity, grain filling, grain width, and grain weight [89], opening the possibility that DUF630- and 632-containing proteins are important determinants for the development and quality of rice grains.

### 4.2 Temporal expression of storage glutelin biosynthesis genes and their putative regulators

The glutelin genes marginally increased from 7 to 14 DPA and gradually declined at 21 DPA onwards (Fig. 4), coinciding with the temporal accumulation of 32 kDa glutelin LS and 12 kDa glutelin SS in RD6 and RD57 (Fig. 6C and Fig. 6D). Although *OsGluA-1.1, OsGluA-1.2, OsGluA-1.3,* and *OsGluD-1* transcripts were higher in RD6 than in RD57 at 14 DPA and at 28 DPA, respectively (Fig. 4), the accumulation of glutelin LS, glutelin SS, and prolamin proteins were not (Fig. 6C-E). This discrepancy suggests the involvement of regulatory controls downstream of transcription [90]. Contributing mechanisms may include mRNA localization and translational efficiency of storage protein genes [90]. In rice endosperm, glutelins and prolamins mRNAs are localized to distinct subdomains of the endoplasmic reticulum [90]. The correct localization of glutelin and prolamin mRNAs is determined by RNA-binding proteins (RBPs); mutations in these RBPs causes mislocalization of the transcripts and disruption of protein accumulation and deposition [90]. Post-translational modifications also shape final protein levels [91]. Proteolytic cleavage, glycosylation, and disulfide‑bond formation are required for storage protein folding, stability, and function, and limited activity of modifying enzymes or chaperones can constrain maturation [91]. For glutelins, inefficient cleavage into acidic and basic subunits can lead to precursor accumulation or degradation, lowering mature glutelin despite high transcript abundance [91]. Glutelin make up 60–80 % of rice grain proteins [92] and determine the nutritional value and quality of rice grain, by affecting the pasting and textural properties of cooked rice, starch digestibility, overall health benefits, and industrial applications [22], [92].

Network analysis revealed the co-expression between *DAPB3-like* and *GluA-1.2* and *GluA-1.3* genes in the two rice endosperms at 7 DPA (Fig. 3A). The *DAPB3-like* gene presumably encodes a dihydrodipicolinate reductase (DHPR), a key enzyme in the lysine biosynthetic pathway. It catalyzes the reduction of dihydrodipicolinate to tetrahydrodipicolinate, a crucial step in the production of lysine, an essential amino acid often limited in cereal grains [93], [94], [95]. *GluA-1.2* and *GluA-1.3* genes encode glutelins that are rich in glutamine and proline but typically low in lysine [92], [96]. The activity of DHPR could influence lysine availability, which is a limiting amino acid in glutelin. Previous studies have demonstrated that enhancing DHPR activity can potentially increase lysine content, thereby improving the nutritional quality of glutelin proteins in cereal grains [93], [94], [95].

In cereal grains, misfolded or improperly assembled glutelin polypeptides are ubiquitinated by ubiquitin ligases and subsequently degraded via the ubiquitin–proteasome system, thereby preventing the accumulation of defective proteins and preserving cellular homeostasis and optimal seed protein composition [97]. We identified co-expression between the *ASK4-like* gene and the *GluA-1.3* and *GluD-1* genes in RD6 and RD57 at 21 DPA (Fig. S6A). The *ASK4-like* gene encodes SKP1-like protein 4, which is related to ubiquitination and subsequent proteasomal degradation of target proteins [98].

The expression of storage protein genes is tightly regulated during seed development to ensure proper nutrient composition [99]. Histone modifications, particularly histone monoubiquitination, was previously highlighted to regulate DNA replication, repair, and transcription of various genes in wheat [100]. In this study, we observed that the *GluA-1.3* and *GluD-1* genes were co-expressed with the *HTB9-like* gene encoding a histone 2B (H2B) protein in both rice genotypes at 21 DPA (Fig. S6A). These modifications potentially influence the expression of genes encoding storage proteins such as glutelin [99].

The *bZIP44-like* gene was co-expressed with the *GluD-1* gene in grains of both cultivars at 14 DPA (Fig. 3A). In *Arabidopsis thaliana* bZIP44 influences responses to iron deficiency stress through cooperation with other TFs like MYB10 and MYB72 [101]. However, given the functional diversity within the bZIP family, bZIP44-like proteins may participate in the complex regulatory networks governing the biosynthesis of glutelin storage proteins in RD6 and RD57 rice grains. Furthermore, the absence of globulin negatively impacted the transcriptional regulation of glutelin genes during seed development [102]. Rice mutants with suppressed globulin expression (*Glb*-RNAi lines) showed a comprehensive reduction in the expression of various glutelin genes (i.e., *GluA-1*, *GluB-1a*, *GluC-1*, and *GluD-1*) [102]. Consistent with this, our results revealed that the *CRA1-like* gene encoding globulin type B2 was co-expressed with *GluA-1.2*, *GluA-1.3*, and *GluD-1* in the RD 6 and RD57 endosperms at 28 DPA (Fig. S6A).

### 4.3 Comparative expression of storage composition biosynthesis genes and their impacts on grain functionality

Our comprehensive results are integrated and illustrated in Fig. 8. Most starch biosynthetic genes (i.e., *OsAGPS2b*, *OsGBSSI*, *OsBEI*, and *OsPUL*) and storage protein biosynthetic gene (i.e., *OsGluD-1*) in waxy rice RD6 exhibited weaker expression than in the high-amylose rice RD57 at 7 DPA (Fig. 8A). On the other hand, the levels of *AGPL1*, *AGPS2b*, *BEI*, *PUL*, and *GluD-1* mRNAs were significantly higher in RD6 compared to RD57 at the late grain filling stage (21- and 28 DPA; Fig. 8A). 

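At 7 DPA the Log2FC of AgpS2b (identifier read from Fig. 2A) was 0.68 (standard error 0.63, adjusted p = 0.532). All 3 libraries of RD57 lay above those of RD6 (exact two-sided permutation test, p = 0.1), but the difference passed the adjusted threshold in none of the 12 alternatives, where the adjusted p ranged from 0.0561 to 0.724.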

Interestingly, the expression level of *GBSSI* was significantly higher in RD57 than in RD6 across grain filling (Figs. 4 and 8A). 

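The Log2FC of GBSSI (identifier read from Fig. 2A) was 1.52 at 14 DPA (standard error 0.77, adjusted p = 0.168) and 3.96 at 28 DPA (standard error 0.77, adjusted p = 7.82e-04). The difference at 14 DPA passed the adjusted threshold in 1 of the 12 alternatives, the fit to only the 6 libraries of that DPA (adjusted p = 0.0190), and over the alternatives the adjusted p ranged from 0.0190 to 0.800. The main model gives a gene a single variance over all 24 libraries. The standard error at 14 DPA thus includes the spread of RD6 at 28 DPA (22.5, 29.8 and 521 FPKM). All other fits for 14 DPA kept RD6 28 DPA replicate 3, so the lack of a call there may rest on it. The difference at 28 DPA passed in 11 of the 12 alternatives and not in the fit to only the 6 libraries (adjusted p = 0.0546). Its Log2FC over the alternatives ranged from 3.15 to 5.40, with the highest value found without RD6 28 DPA replicate 3. The adjusted p ranged from 1.05e-08 to 0.0546.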

GBSSI activity was presumably supported by the PPA1-like gene product, as suggested by their co-expression pattern in the developing endosperm of RD57 (Fig. 3A). It was also suggested that amylose synthesis in the RD57 developing grain primarily occurs between 7 and 14 DPA (Fig. 8A), which aligned with the period of active *PPA1-like* gene expression. Consistently, a 121 % higher activity of GBSSI was observed in RD57 endosperm compared to RD6 grain at the critical period (14 DPA) (Fig. 5F). This difference in amylose content could contribute to the higher pasting temperature and setback values of RD57 starch relative to waxy RD6 starch (Fig. 8B) [9]. Therefore, RD57 caryopses may require more energy to cook and provide a harder texture of cooked rice (Fig. 8B) [9], [25]. A large amount of long, linear amylose is also suitable for certain applications such as secondary biodegradable food packaging, pharmaceutical capsule gels, and paper making (Fig. 8B) [22], [103].

**Fig. 8:**
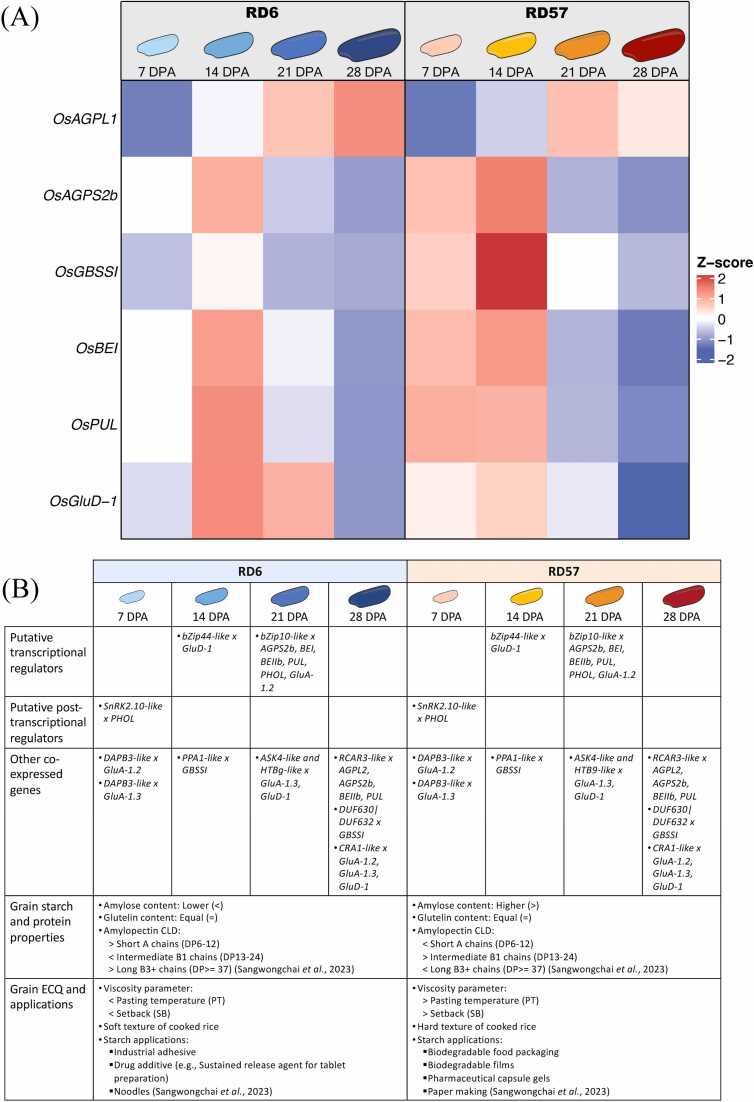
Comparison of the expression levels of starch and storage protein biosynthetic genes during grain filling and its influences on grain chemical compositions and starch functionality between waxy rice RD6 and high-amylose rice RD57. (A) Heat maps displayed expression levels of the starch and storage glutelin biosynthesis genes during grain filling of the RD6 and RD57 rice cultivars. (B) Putative molecular regulators during grain filling and comparative grain chemical compositions, starch molecular structures, starch physicochemical properties, and industrial applications of the two Thai rice varieties RD6 and RD57. A summary of correlation values is provided in Table S6.

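At 21 DPA the Log2FC of AgpS2b (identifier read from Fig. 2A) was -0.70 (standard error 0.63, adjusted p = 0.496). The libraries of the cultivars overlapped (exact two-sided permutation test, p = 0.3), and the difference passed the adjusted threshold in none of the 12 alternatives, where the adjusted p ranged from 0.233 to 0.822.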

*OsAGPS2b and OsBEI* genes were expressed at significantly higher levels in RD6 grain than in RD57 grain at 21 DPA and 28 DPA (Fig. 8A). They may remain in the aggregation state of the soluble starch synthase enzymes and BEI in RD6 grain during the late grain-filling stage [104]. BEI, along with other starch biosynthetic enzymes, may forms complexes during this period to facilitate efficient amylopectin synthesis in RD6 grain [104]. *OsPUL* was expressed at significantly higher levels in the high amylopectin-RD6 than in the RD57 endosperm during the mid-to-late grain development (Fig. 8A), presumably to maintain amylopectin structure and starch crystallinity during this stage [9], [105]. Interestingly, we also found that in both cultivars, *BEI* was co-expressed with the TF *bZIP10-like* gene at 21 DPA, while the *PUL* was co-expressed with TF *bZIP10-like* and *RCAR3-like* genes at 21 DPA and 28 DPA, respectively (Fig. S6A and Fig. 8B). This suggested that the variations in *BEI* and *PUL* transcript levels between the two rice cultivars may be driven by the differential regulation of bZIP10-like TF and the *RCAR3*-like gene products. In addition to BEI roles in the formation of amylopectin branched structure [12], [67], [71], it also transfers longer chains that link multiple clusters of amylopectin in the amorphous lamella [106], [107]. Thus, its activity can increase the proportion of amylopectin long chains with a degree of polymerization (DP) ≥ 37 [106], [107]. In accordance with this, we previously reported that RD6 endosperm starch contained larger proportions of amylopectin long B_3+_ chains (DP ≥ 37) and amylopectin short A chains (DP 6–12) than RD57 grain (Fig. 8) [9]. The RD6 starch with a larger amount of amylopectin and a higher proportion of amylopectin long B*_3 +_* chains may comprise a higher -OH content, making it a more suitable raw materials for industrial use as an adhesive [22] and may be used as a sustained-release agent for tablet manufacture in pharmaceutical and supplement industries (Fig. 8B) [108]. In addition to *BEI* and *PUL*, *bZIP10-like* also co-expressed with *AGPS2b*, *BEIIb*, and *PHOL* at 21 DPA in both genotypes (Fig. 8).

Our *in silico* predictions of bZIP binding motifs among starch and storage protein biosynthetic genes further identified the bZIP10 homodimer putative binding to the *BEI* promoter, recognizing a C-box–like motif (5′-CACGTC-3′) (Fig. 7A). The bZIP10–bZIP44 heterodimer would also interact with an A-box–like motif (5′-TGACTCA-3′) (Fig. 7B). Several TF binding sites were also identified for the homo- and heterodimers, targeting 12 and 10 starch and storage protein genes, respectively (Fig. 7C). Therefore, we recommend functionally characterizing these TFs using ChIP-seq, transgenesis, or gene-editing approaches to further identify targets for rice breeding programs.

## 5 Conclusions

Expression of starch and storage protein biosynthesis genes, starch‑biosynthetic enzyme activities, and grain chemical compositions differed significantly between waxy RD6 and the high‑amylose RD57. Temporally, most starch and glutelin biosynthetic genes were higher in RD6 at late developmental stages, suggesting extended grain filling in this cultivar. *GBSSI* transcripts and GBSS activity were consistently higher in RD57 across development, while *SSIIa* expression was higher at mid‑to‑late developmental stages in RD6 endosperm. Co‑expression analysis implicated putative TFs (i.e., bZIP10-like and bZIP44-like), putative post-transcriptional regulator (i.e., SnRK2.10-like), and several co‑expressed genes (*DAPB3‑like*, *PPA1‑like*, *ASK4‑like*, *HTB9‑like*, *RCAR3‑like*, *CRA1-like*) with putative functions in storage biomolecule biosynthesis. TF–DNA predictions also suggested potential binding of bZIP10 homodimer and bZIP10-bZIP44 heterodimer with several starch and storage protein genes. Functional characterization of these candidate genes would ensure their implications for molecular breeding and gene editing. This transcriptional profiling of Thai indica rice—an understudied ecotype—offers a comprehensive view of grain storage molecule biosynthesis and can guide breeders and geneticists in improving its eating quality and health benefits.

## Abbreviations

ADP glucose pyrophosphorylase: AGPase
Basic leucine zipper: bZIP
Days post-anthesis: DPA
Debranching enzyme: DBE
Degree of polymerization: DP
Differentially expressed gene: DEG
Disproportionating enzyme: DPE
Glutelin type-A1: GluA-1
Glutelin type-D1: GluD-1
Granule-bound starch synthases: GBSS
Isoamylase 1: ISA1
Pasting temperature: PT
Phosphorylase: PHO
Phosphorylase L: PHOL
Pullulanase: PUL
Real-time quantitative PCR: RT-qPCR
RNA Sequencing: RNA-Seq
Setback: SB
Soluble starch synthase: SS
Starch branching enzyme: SBE
Transcription factor: TF

## Funding

This work was supported by the Fundamental Fund of Khon Kaen University, which has received funding support from the National Science Research and Innovation Fund (NRSF). The funder has no role in study design; in the collection, analysis and interpretation of data; in the writing of the report; and in the decision to submit the article for publication.

## CRediT authorship contribution statement

**Wichian Sangwongchai:** Writing – original draft, Visualization, Methodology, Investigation, Formal analysis, Data curation. **Kwanjeera Wanichthanarak:** Writing – original draft, Visualization, Software, Methodology, Investigation, Formal analysis, Data curation. **Sakda Khoomrung:** Writing – review & editing, Supervision, Resources. **Maysaya Thitisaksakul:** Writing – review & editing, Resources, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Conceptualization. **Nutcha Sa-ingthong:** Methodology, Investigation, Formal analysis. **Diane M. Beckles:** Writing – review & editing, Supervision, Methodology. **Chamaiporn Champasri:** Visualization, Methodology, Investigation, Formal analysis. **Ammarin In-on:** Writing – review & editing, Visualization, Software, Methodology, Investigation, Formal analysis. **Supidcha Natee:** Visualization, Methodology, Investigation, Formal analysis, Data curation.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

The datasets in this study are available at GEO database (https://www.ncbi.nlm.nih.gov/geo/), GEO accession: GSE294589.

# Supplementary material for: Unveiling distinct storage composition and starch properties in developing indica rice grains via transcriptional profiling and enzymatic activity analysis
**Source:** Comput Struct Biotechnol J. 2025 Nov 7;27:4898–914. doi: 10.1016/j.csbj.2025.11.011
**Supplement:** Supplementary file 1 — Supplementary material

**Unveiling distinct chemical composition and starch properties in developing indica rice grains via transcriptional profiling and enzymatic activity analysis**

Wichian Sangwongchai^a,#^, Kwanjeera Wanichthanarak^b,c,#^, Ammarin In-on^b^, Supidcha Natee^a^, Chamaiporn Champasri^a^, Nutcha Sa-ingthong^a^, Diane M. Beckles^d^, Sakda Khoomrung^b,c,e^, and Maysaya Thitisaksakul^a,*^

**Supplementary Materials**

**Table S1. The number of reads before and after the filtering steps.**

**Table S2. Summary of read alignment to the *Oryza sativa* indica reference genome.**

| **Sample** | **%Aligned** | **PE mapped uniquely (reads)** | **PE multimapped (reads)** | **PE neither mate aligned (reads)** |
| --- | --- | --- | --- | --- |
| RD57_28_1 | 93.9 | 11,148,729 (89.5%) | 546,757 (4.4%) | 765,237 (6.1%) |
| RD57_28_2 | 92.5 | 9,029,299 (88.4%) | 421,666 (4.1%) | 763,500 (7.5%) |
| RD57_28_3 | 93.7 | 10,108,914 (89.3%) | 503,547 (4.4%) | 708,240 (6.3%) |
| RD6_28_1 | 93.6 | 10,549,754 (89.4%) | 494,980 (4.2%) | 754,742 (6.4%) |
| RD6_28_2 | 92.8 | 12,775,149 (87.5%) | 770,307 (5.3%) | 1,055,966 (7.2%) |
| RD6_28_3 | 93.6 | 10,604,100 (89.3%) | 513,136 (4.3%) | 757,456 (6.4%) |
| RD57_21_1 | 93.3 | 9,082,159 (88.4%) | 503,396 (4.9%) | 684,301 (6.7%) |
| RD57_21_2 | 92.7 | 12,488,106 (87.6%) | 740,232 (5.2%) | 1,035,310 (7.3%) |
| RD57_21_3 | 93.1 | 8,630,714 (88.3%) | 468,867 (4.8%) | 677,766 (6.9%) |
| RD6_21_1 | 89.3 | 10,551,296 (84.4%) | 611,273 (4.9%) | 1,335,200 (10.7%) |
| RD6_21_2 | 90.5 | 11,411,304 (84.5%) | 811,051 (6.0%) | 1,281,239 (9.5%) |
| RD6_21_3 | 89.3 | 9,171,226 (84.7%) | 493,328 (4.6%) | 1,160,266 (10.7) |
| RD57_14_1 | 91.7 | 13,304,481 (86.2%) | 847,912 (5.5%) | 1,280,867 (8.3%) |
| RD57_14_2 | 92 | 12,693,081 (86.7%) | 762,548 (5.2%) | 1,176,542 (8.0%) |
| RD57_14_3 | 91.8 | 10,271,059 (86.0%) | 693,476 (5.8%) | 977,663 (8.2%) |
| RD6_14_1 | 90.1 | 10,482,628 (85.3%) | 584,692 (4.8%) | 1,216,527 (9.9%) |
| RD6_14_2 | 90.7 | 8,481,658 (86.1%) | 455,777 (4.6%) | 912,447 (9.3%) |
| RD6_14_3 | 90.4 | 10,819,792 (85.8%) | 579,679 (4.6%) | 1,211,983 (9.6%) |
| RD57_7_1 | 92.8 | 10,970,803 (86.7%) | 772,491 (6.1%) | 914,319 (7.2%) |
| RD57_7_2 | 92.4 | 9,495,267 (86.9%) | 598,141 (5.5%) | 834,973 (7.6%) |
| RD57_7_3 | 93 | 9,779,875 (86.7%) | 711,202 (6.3%) | 790,992 (7.0%) |
| RD6_7_1 | 91.9 | 10,519,422 (86.4%) | 678,554 (5.6%) | 983,148 (8.1%) |
| RD6_7_2 | 92.5 | 6,822,184 (86.6%) | 470,665 (6.0%) | 587,239 (7.5%) |
| RD6_7_3 | 92.6 | 10722951 (87.4%) | 646025 (5.3%) | 904632 (7.4%) |

**Table S3. Summary of the completeness of the transcript structures.**

| **Feature** | **Number of BUSCO group** |
| --- | --- |
| Complete and single-copy BUSCOs (S) | 319 (6.5%) |
| Complete and duplicated BUSCOs (D) | 4,465 (91.2) |
| Fragmented BUSCOs (F) | 54 (1.1%) |
| Missing BUSCOs (M) | 58 (1.2%) |
| Total | 4896 |

**Table S4. Primer sequences used in the study.**

| **Genes**  **(accession ID)** | **Protein names** |  | **Primer sequences (5’-3’)** |
| --- | --- | --- | --- |
|  |  |  |  |
| *OsAGPSI*  (AY028315) | ADP-glucose pyrophosphorylase small subunit 1 | F | TATGACCGTTCTGCCGCAAT |
|  |  | R | GAGTCCTCTATCACTGCGCC |
| *OsBEI*  (AF136268) | Starch branching enzyme 1 | F | ATGCATTGCCTATGCCGAGA |
|  |  | R | ATGCCACGGTTGATGGTAGG |
| *OsGluD1* (NM_001409963) | Glutelin D1 | F | AAGACAGAGCGACCAAGCTC |
|  |  | R | ATGTGCAACACTAGCCGGAA |
| *OsAct1* (KX302608) | Actin 1 | F | TGTATGCCAGTGGTCGTACCA |
|  |  | R | CCAGCAAGGTCGAGACGAA |
| *OsEF-1α*  (XM_015774317) | Eukaryotic elongation factor 1-alpha | F | GGAGAAGACGCACATCAACA |
|  |  | R | GGCTTCCTTCTCGAACCTCT |

**Table S5. Summary of significant correlation pairs in co-expression analysis**

|  | **Pattern 40**  Total correlations (positive/negative;  co-expression network) | **Pattern 45**  Total correlations (positive/negative;  co-expression network) |
| --- | --- | --- |
| 7 DPA | 31,959 (26,715/5,244; 97) | 58,815 (47,442/11,373; 58) |
| 14 DPA | 39,686 (32,040/7,646; 53) | 44,194 (36,520/7,674; 5) |
| 21 DPA | 46,099 (43,564/2,535; 204) | 34,725 (32,431/2,294; 18) |
| 28 DPA | 1,880 (1,364/516; 87) | 2,622 (2,042/580; 10) |

**Table S6. Summary of correlation values of selected co-expressed genes in Fig. 7**

| **Correlation pairs** | **Correlation coefficient** | **p-value** |
| --- | --- | --- |
| DAPB3-like x GluA-1.2 | 1.000 | < 0.001 |
| DAPB3-like x GluA-1.3 | 0.943 | 0.005 |
| GBSSI x PPA1-like | 0.943 | 0.005 |
| ASK4-like x GluA-1.3 | 0.941 | 0.005 |
| ASK4-like x GluD-1 | 0.941 | 0.005 |
| HBT9-like x GluA-1.3 | 0.943 | 0.005 |
| HBT9-like x GluD-1 | 0.943 | 0.005 |
| RCAR3-like x AgpS2b | 0.943 | 0.005 |
| RCAR3-like x AgpL2 | 0.943 | 0.005 |
| RCAR3-like x BEIIb | 0.943 | 0.005 |
| RCAR3-like x PUL | 1.000 | < 0.001 |
| CRA1-like x GluA-1.2 | 1.000 | < 0.001 |
| CRA1-like x GluA-1.3 | 1.000 | < 0.001 |
| CRA1-like x GluD-1 | 0.943 | 0.005 |
| GBSSI x DUF630\|DUF632 | 0.941 | 0.005 |

**Table S7. Summary of docking models between each TF and its corresponding genes**

| **TF** | **Gene** | **Osl_id** | **Gene_id** | **Motif_id** | **score** | **irmsd** | **lrmsd** | **fnat** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| bZIP10 | AgpL2 | OsI_02968 | BGIOSGA004052 | M1 | -603.476 | 0 | 0 | 1 |
| bZIP10 | AgpL2 | OsI_02968 | BGIOSGA004052 | M45 | -592.847 | 0 | 0 | 1 |
| bZIP10 | AgpL3 | OsI_13419 | BGIOSGA009855 | M55 | -574.623 | 0 | 0 | 1 |
| bZIP10 | BEI | OsI_24520 | BGIOSGA020506 | M85 | -588.807 | 0 | 0 | 1 |
| bZIP10 | DPEII | OsI_27219 | BGIOSGA026328 | M93 | -493.435 | 0 | 0 | 1 |
| bZIP10 | GluA-1.1 | OsI_03830 | BGIOSGA004498 | M51 | -528.182 | 0 | 0 | 1 |
| bZIP10 | GluA-1.2 | OsI_03835 | BGIOSGA004500 | M1 | -603.476 | 0 | 0 | 1 |
| bZIP10 | GluA-1.3 | OsI_33479 | BGIOSGA031970 | M1 | -603.476 | 0 | 0 | 1 |
| bZIP10 | GluA-1.3 | OsI_33479 | BGIOSGA031970 | M11 | -576.462 | 0 | 0 | 1 |
| bZIP10 | GluA-1.3 | OsI_33479 | BGIOSGA031970 | M13 | -567.33 | 0 | 0 | 1 |
| bZIP10 | GluA-1.3 | OsI_33479 | BGIOSGA031970 | M9 | -577.309 | 0 | 0 | 1 |
| bZIP10 | GluD-1 | OsI_06564 | BGIOSGA006784 | M16 | -586.369 | 0 | 0 | 1 |
| bZIP10 | GluD-1 | OsI_06564 | BGIOSGA006784 | M19 | -508.346 | 0 | 0 | 1 |
| bZIP10 | ISA1 | OsI_29923 | BGIOSGA026650 | M105 | -621.515 | 0 | 0 | 1 |
| bZIP10 | PHOL | OsI_13605 | BGIOSGA009780 | M60 | -561.866 | 0 | 0 | 1 |
| bZIP10 | PUL | OsI_14800 | BGIOSGA015875 | M69 | -584.447 | 0 | 0 | 1 |
| bZIP10 | SSI | OsI_21770 | BGIOSGA021861 | M1 | -603.476 | 0 | 0 | 1 |
| bZIP10 | SSI | OsI_21770 | BGIOSGA021861 | M29 | -555.288 | 0 | 0 | 1 |
| bZIP10 | SSI | OsI_21771 | BGIOSGA021860 | M32 | -499.509 | 0 | 0 | 1 |
| bZIP10-bZIP44 | AgpL2 | OsI_02968 | BGIOSGA004052 | M45 | -647.791 | 0 | 0 | 1 |
| bZIP10-bZIP44 | AgpL2 | OsI_02969 | BGIOSGA004053 | M47 | -609.095 | 0 | 0 | 1 |
| bZIP10-bZIP44 | BEI | OsI_24520 | BGIOSGA020506 | M80 | -576.78 | 0 | 0 | 1 |
| bZIP10-bZIP44 | BEIIa | OsI_15790 | BGIOSGA015140 | M72 | -581.811 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluA-1.1 | OsI_03830 | BGIOSGA004498 | M49 | -614.93 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluA-1.1 | OsI_03830 | BGIOSGA004498 | M51 | -574.231 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluA-1.2 | OsI_03835 | BGIOSGA004500 | M1 | -665.137 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluA-1.2 | OsI_03835 | BGIOSGA004500 | M7 | -575.063 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluA-1.3 | OsI_33479 | BGIOSGA031970 | M1 | -665.137 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluD-1 | OsI_06564 | BGIOSGA006784 | M16 | -587.304 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluD-1 | OsI_06564 | BGIOSGA006784 | M17 | -661.836 | 0 | 0 | 1 |
| bZIP10-bZIP44 | GluD-1 | OsI_06564 | BGIOSGA006784 | M19 | -533.965 | 0 | 0 | 1 |
| bZIP10-bZIP44 | PHOL | OsI_13605 | BGIOSGA009780 | M60 | -593.52 | 0 | 0 | 1 |
| bZIP10-bZIP44 | SSI | OsI_21770 | BGIOSGA021861 | M1 | -665.137 | 0 | 0 | 1 |
| bZIP10-bZIP44 | SSII-3(SSIIa) | OsI_22256 | BGIOSGA022586 | M39 | -601.867 | 0 | 0 | 1 |
| bZIP10-bZIP44 | SSII-3(SSIIa) | OsI_22256 | BGIOSGA022586 | M41 | -551.257 | 0 | 0 | 1 |

**
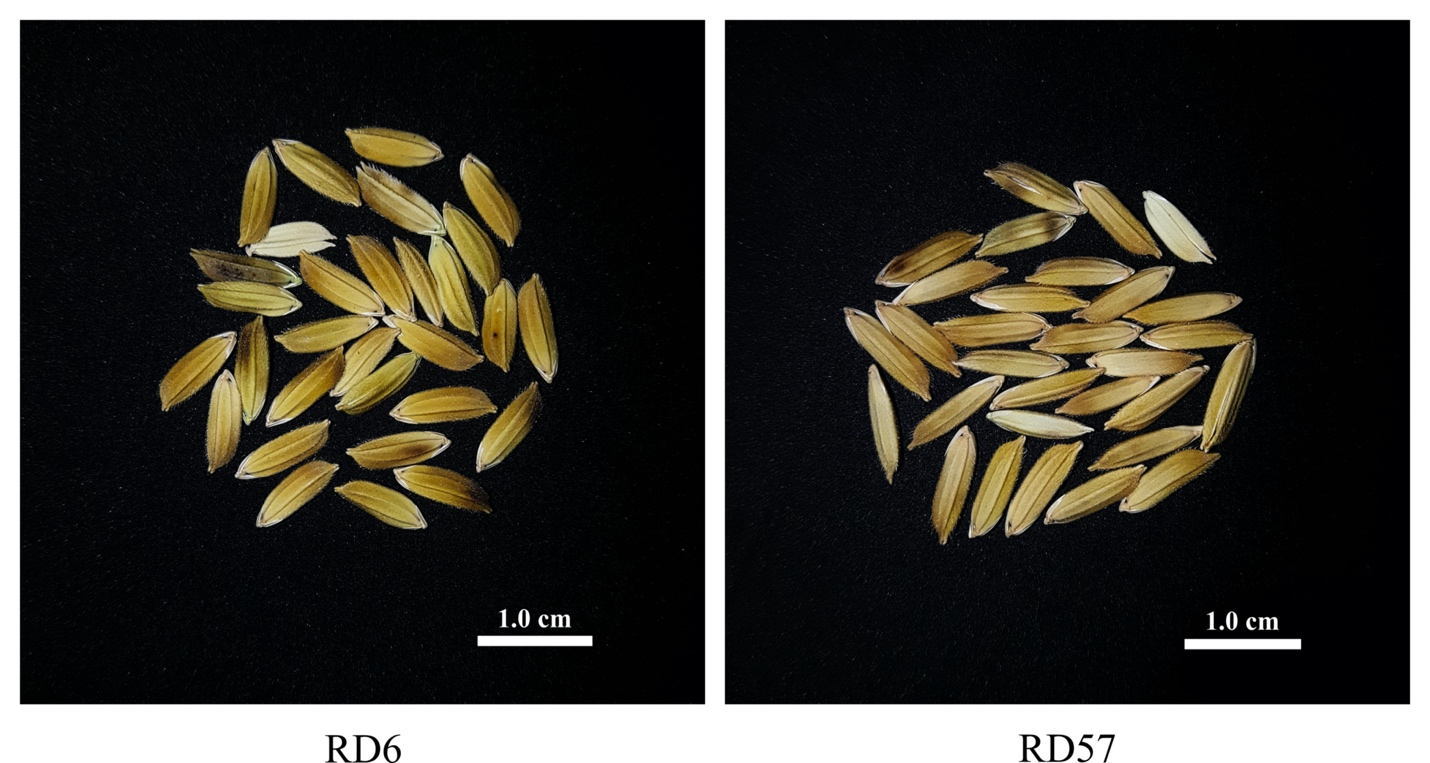
**

**Fig. S1.** Representation of the grain appearances of two rice cultivars at the maturity stage

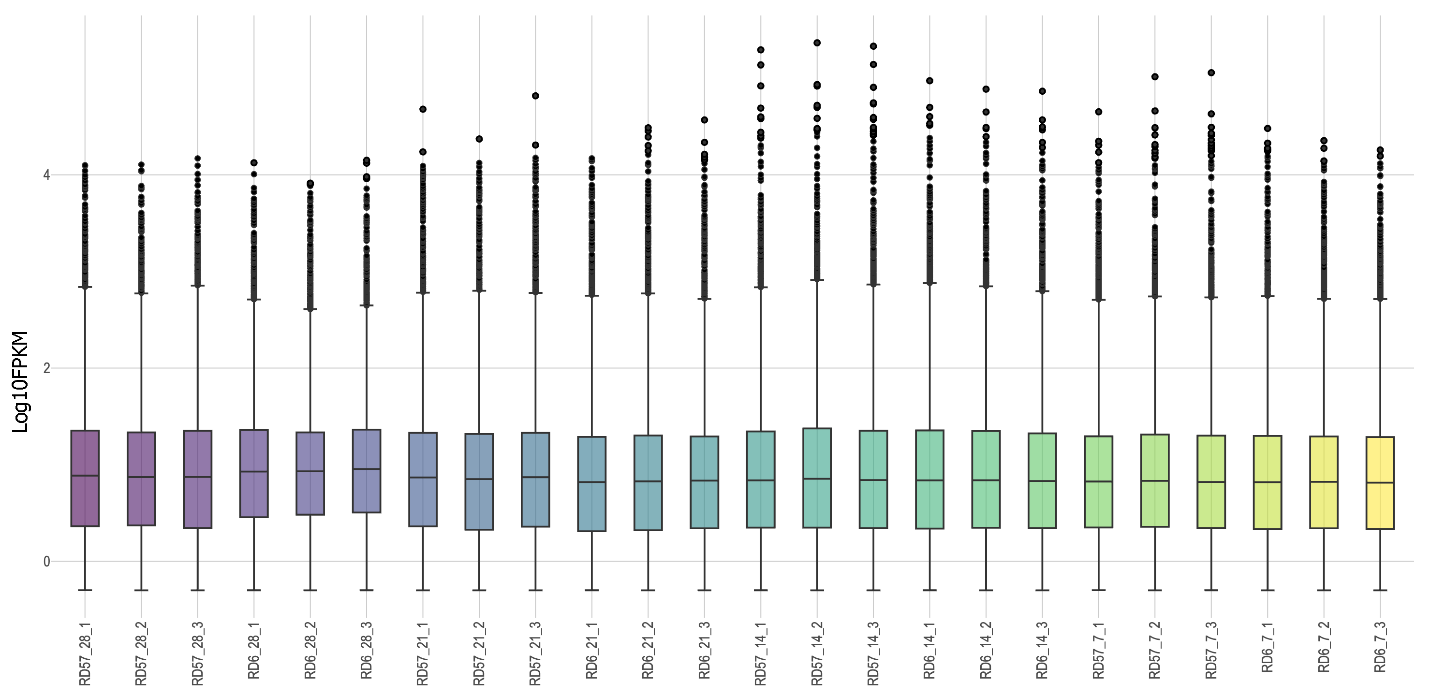

**Fig. S2.** Boxplot of FPKM values for each sample. In each boxplot, the upper and lower bounds represent the first and fourth quartiles, with the middle line represents the median. The x-axis displays rice genotypes at each DPA and their three replicates, while the y-axis shows the log10(FPKM). This plot demonstrates that the FPKM values are comparable across the samples.

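Among genes above 0, the median of a library was 6.51 to 9.01 FPKM over the 24 libraries. In RD57 it was 6.62 to 6.79 FPKM at 7 DPA, 6.88 to 7.13 at 14 DPA, 7.09 to 7.42 at 21 DPA and 7.44 to 7.70 at 28 DPA. In RD6 the medians at 7, 14 and 21 DPA lay between 6.51 and 6.90 FPKM, and those at 28 DPA between 8.48 and 9.01 FPKM. The FPKM of a library summed to 595147 to 1748780. The 10 genes with the highest FPKM took 39.4% to 40.6% of that sum in RD57 at 14 DPA and 10.4% to 12.7% in RD6 at 28 DPA.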

**
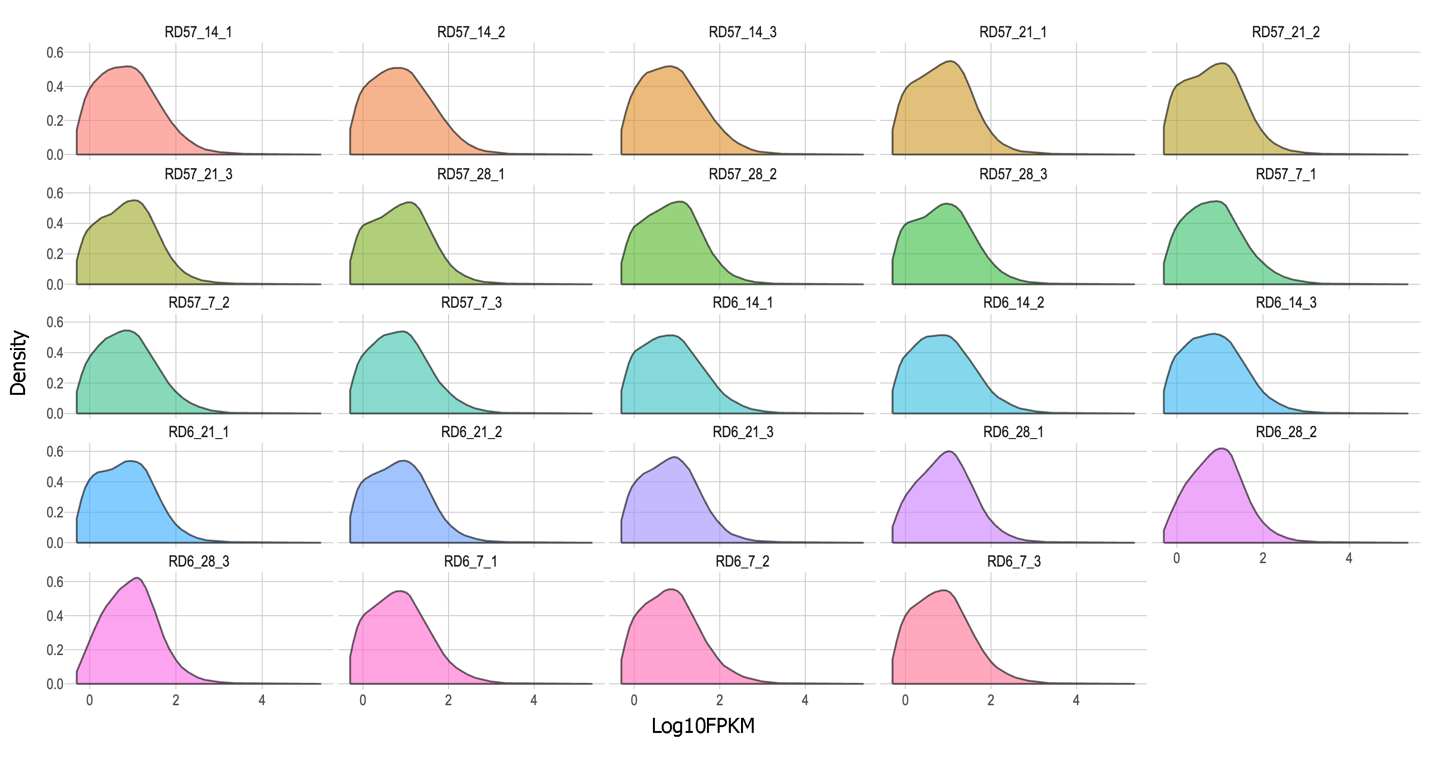
**

**Fig. S3.** Gene expression distribution for each sample. In this study, the distribution of gene expression follows a negative binomial distribution.

**
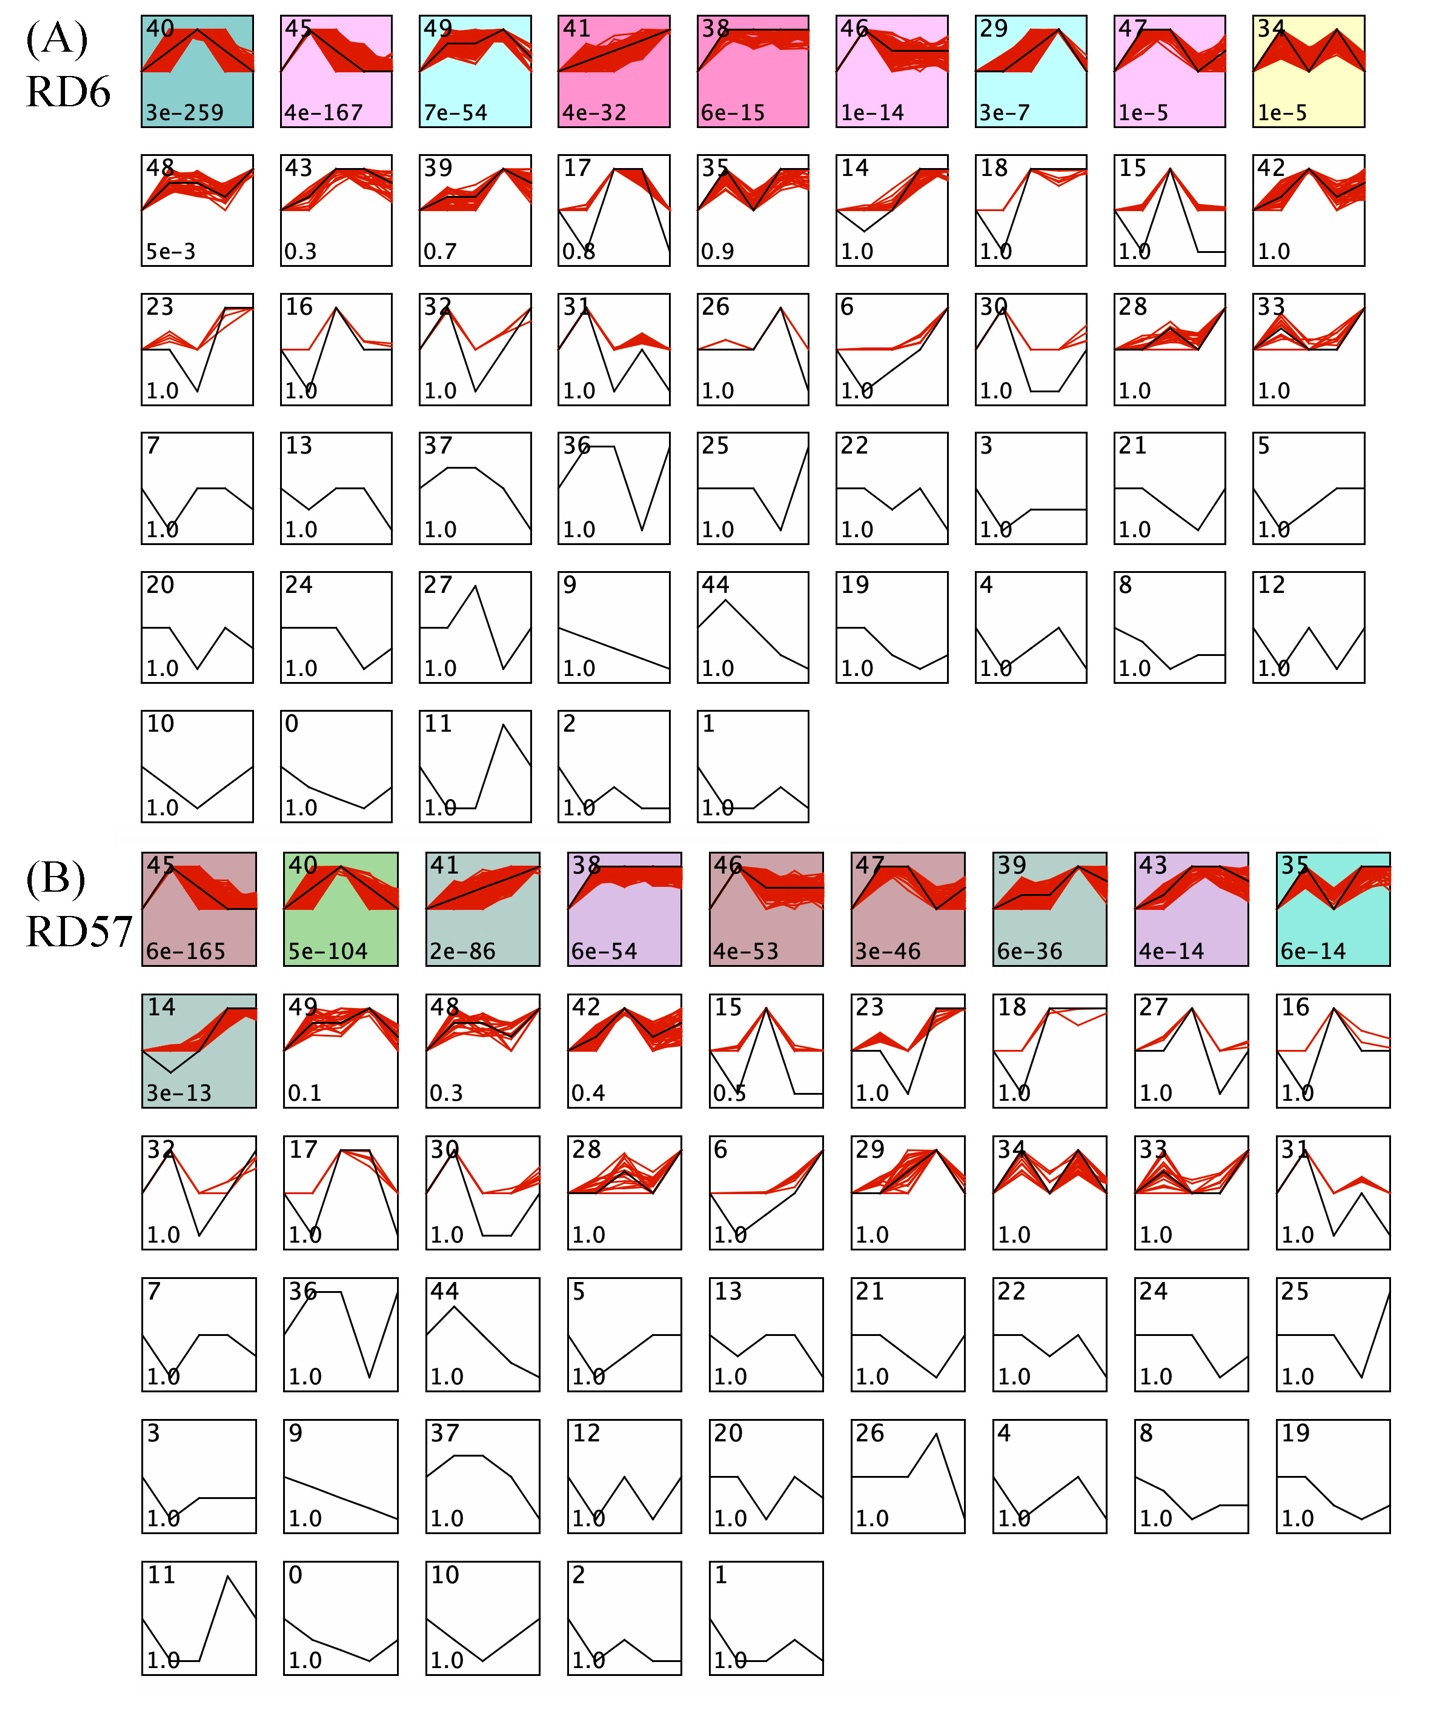
**

**Fig. S4.** Temporal gene expression patterns of DEGs. (A) Identified patterns for RD6 and (B) identified patterns for RD57. Each box illustrates the temporal expression profiles of RD6 and RD57, where the pattern names is in the top-left and the corrected p-value in the bottom-left. Profile patterns are ordered based on their significance. A box with colored background indicates a significant temporal expression profile pattern. Boxes with the same color belong to the same cluster, as identified by K-means clustering.

**
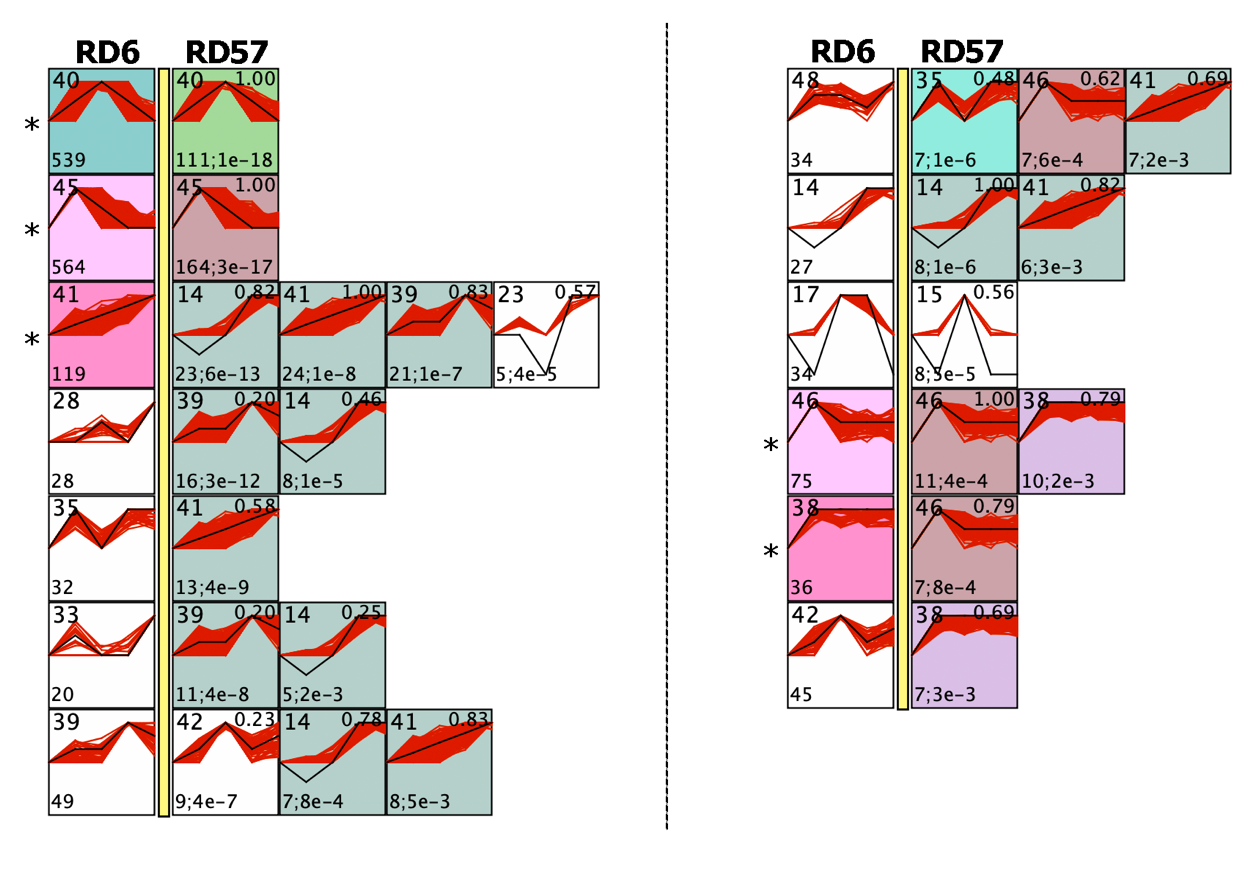
**

**Fig. S5.** Comparisons of temporal expression profiles between RD57 and RD6. Profile patterns showing significantly correlated temporal profiles between RD57 and RD6 are marked with an asterisk (*). Each box represents the temporal expression profiles of RD57 and RD6, with the pattern names in the top-left corner. A box with colored background indicates a significant temporal expression pattern. The correlation coefficients, p-values, and the number of overlapping genes are displayed in the top-right and bottom-left corners of the RD57 box, respectively.

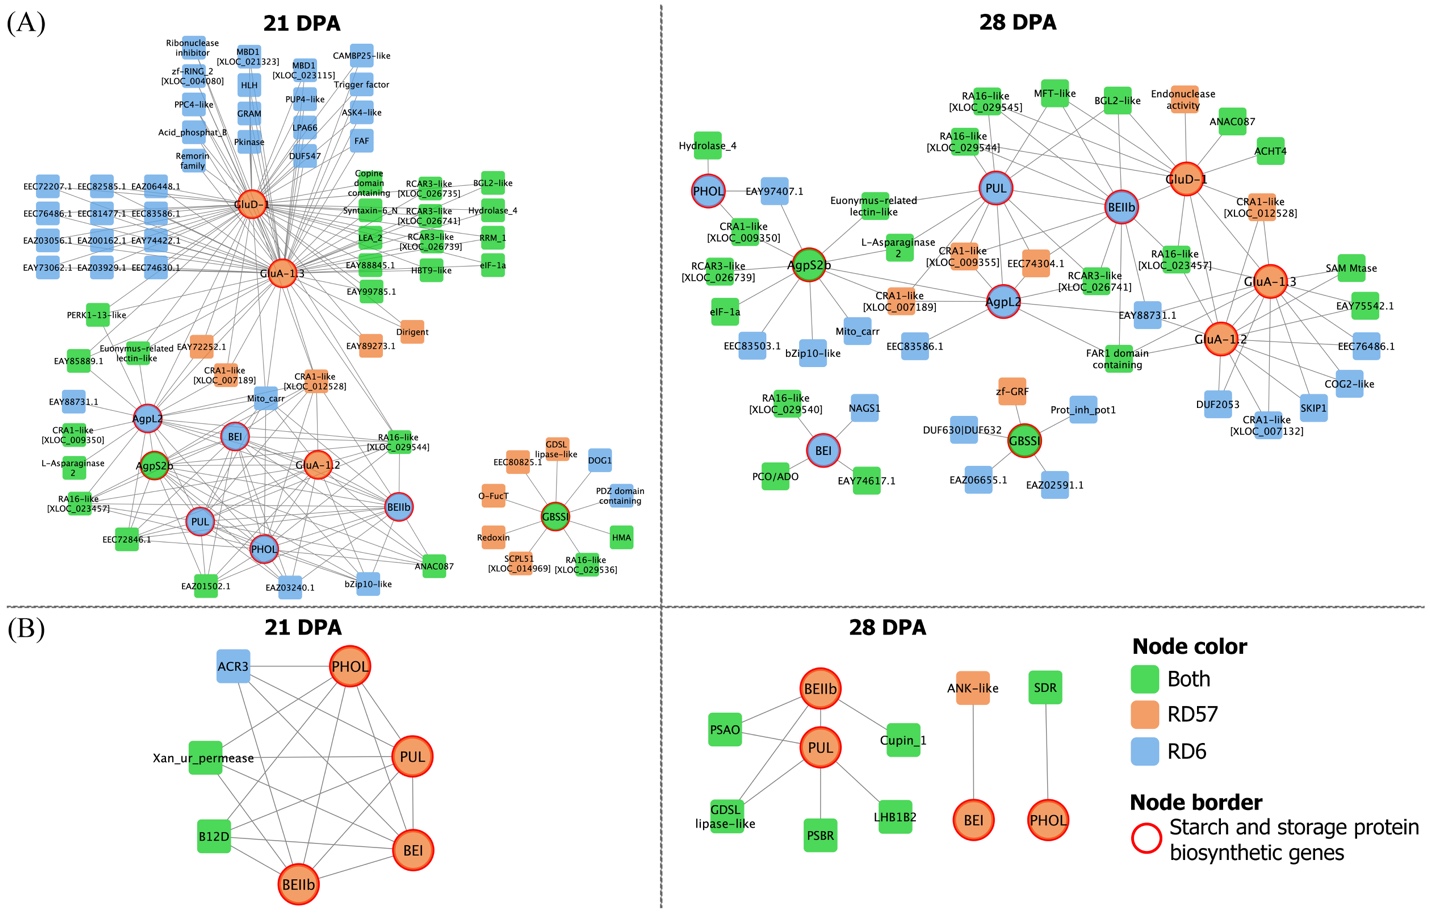

**Fig. S6.** Co-expression networks of genes involved in starch biosynthesis. (A) Selected genes from Pattern 40 at 21 and 28 DPA. (B) Selected genes from Pattern 45 at 21 and 28 DPA. The color of the nodes corresponds to the rice genotypes, with green representing genes common to both RD6 and RD57, blue for RD6-specific genes, and orange for RD57-specific genes. Starch markers are represented as nodes with a red border.

How the deposited data were processed for this re-analysis (not part of the article)

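The deposited table covers developing grains of RD6 (waxy) and RD57 (high-amylose) rice at 7, 14, 21 and 28 DPA, with 3 biological replicates per cultivar and DPA. Each of its 24 columns was matched to a sample by the sample's own name, and 0 columns were left without a sample. Samples were grouped by cultivar and DPA into 8 groups.

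The authors trimmed and filtered the reads with Fastp and Trimmomatic, removed rRNA reads with SortMeRNA, and aligned the rest to the indica genome ASM465v1 with HISAT2. They assembled transcripts in each sample with Cufflinks, joined them over the 24 samples with Cuffmerge, and obtained FPKM with Cuffquant and Cuffnorm. Transcripts of a gene were merged, values below 0.5 FPKM were excluded, a gene had to be found in at least 2 replicates, and missing values were filled with the average of the replicates. The deposited FPKM already include these steps. The smallest value above 0 was 0.50004 FPKM, and no group held a gene at 0 in only some of its replicates. A filled value narrows the spread between replicates, and a gene listed at 0 can have had reads below the floor. How reads shared by near-identical gene copies were divided was settled by the authors' processing and was not examined here.

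The number of reads behind a single FPKM value is not given in the table, so no counting interval was computed, and precision was judged from the 3 replicates. The uniquely aligned pairs of Table S2 give the depth of each library. In RD6 7 DPA replicate 2, the library with the fewest, 67.5% of reads had passed the authors' quality filters.

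The values were read in R 4.3.3 and tested with limma 3.58.1. Data were transformed to log2(FPKM + 0.5), where 0.5 is the authors' floor, and no library was rescaled. One linear model with 8 group means was fitted to all 24 libraries, with empirical Bayes moderation and a trended prior variance. Contrasts were RD57 over RD6 at each DPA, consecutive DPA within each cultivar, and the difference of the RD57 over RD6 contrast between 28 and 7 DPA. P-values were adjusted by the Benjamini-Hochberg method over the 26362 genes of each contrast. Genes passed with an adjusted p of at most 0.05 and, for counts of DEGs and of changed genes, an absolute log2 fold change of at least 2. The difference of contrasts was called by adjusted p alone. A single gene was said to pass the threshold by its adjusted p. The paper's edgeR model needs counts and was not applied to FPKM. Single comparisons of 3 libraries with 3 were also tested by exact two-sided permutation, where the smallest p is 0.1. The SD of a group is over its 3 libraries. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

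The model was tested on simulated data with the means and spreads of the 26362 genes. Of 200 genes changed by 3 on the log2 scale, 96.5% were recovered with 0 false calls by both thresholds and 26 by adjusted p alone. With the floor and filling of the deposited table imitated, 98% were recovered with 10 false calls by both thresholds and 414 by adjusted p alone. With no gene changed, the floor and filling gave 11, 5, 3 and 4 false calls by both thresholds at 7, 14, 21 and 28 DPA. By adjusted p alone, as single genes are called, they gave 349, 328, 238 and 93, more than the adjustment allows for. The 200 genes were drawn only from genes over a minimum mean FPKM in RD6 at 7 DPA. That minimum lay above 3.25 FPKM, the median of the expressing cultivar in 7 DPA DEGs listed at 0 in the other. Recovery of genes with such low FPKM was thus not tested. Each simulated gene had the same spread in all groups, so the wider spread of GBSSI in RD6 at 28 DPA was not imitated.

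The table lists genes by assembly identifiers (XLOC) without names, and none of these matched the locus tags or symbols of the gene table at hand for the Japonica assembly ASM3414082v1. Names were therefore taken from the labels of Fig. 2A, where a name stands beside its identifier, read by eye. Of 60 identifiers read there, 58 were in the table and 53 (88.3%) were highest at 14 DPA in both cultivars, as the paper's pattern 40 requires, against 15.6% of all genes. Some of them had been looked up before the list was complete, and without these the share was 87.2%. Of 40 identifiers read from Fig. 2B, 37 were in the table and 62.5% were highest at 7 DPA in both cultivars, against 24.7% of all genes. Fig. 2B labels were not used. The 12 genes kept are OsGBSSI, OsAGPS2b, RCAR3-like, AtGSTF13, ENOD93, the EF-hand gene, FAR1, zf-GRF, NOI, AGC1.7, Hydrolase_4 and Galactosyl_T, and a misread digit would give another gene. For 11 of them the paper states which cultivar was higher, and all 11 were higher in that cultivar at the DPA of their largest difference. AGC1.7 was higher in the other cultivar at 7 DPA, where the difference did not pass the threshold. This check used the same values that are reported, so it is not independent of them.

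The genes to be named were set by a rule. They were the 25 genes of Fig. 4, other genes named in the paper's text or Table S6 that could be identified, and at each DPA the 3 genes with the largest log2 fold change in each direction. The last were taken among DEGs above 0 in all 6 libraries of the DPA whose cultivars did not overlap. Since these have no names, at most 2 that rose and 2 that fell were printed.

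Principal component analysis used all genes, centred and scaled. The Short Time-series Expression Miner was not run, and the DPA of the highest mean stood in for its patterns. Co-expression was counted as Spearman's coefficients above 0.9 in size over the 6 libraries of a DPA.

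The alternatives were pseudocounts of 0.1 and 1, an absolute log2 fold change of at least 1, genes with a mean of at least 1 FPKM, genes above 0 in all 6 libraries of a DPA, and genes without a filled value. Others were median-of-ratios scaling, quantile normalization, a prior variance without a trend, a fit to only the 6 libraries of a DPA, a replicate block, and each library left out in turn. For single results they were genes centred without scaling, geometric means, Pearson's coefficient and deviations from the cultivar means. An exact p of these deviations over the orders within each cultivar was added after the data were seen.

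The genes of Fig. 4 other than GBSSI and AgpS2b, the set test over them, promoter motifs, enzyme activities, amylose and storage proteins are not analysed here.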

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

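The test of genes above 0 in all 12 libraries, the count of other groupings of the libraries and the count in simulated data were chosen only after the number of genes had been seen. The cultivar difference, RD57 over RD6, changed from 7 to 28 DPA in 6645 of 26362 genes (limma, difference of the contrasts, adjusted p of at most 0.05). The ratio was higher at 28 than at 7 DPA in 4079 of them and lower in 2566, and 71.6% were listed at 0 in at least 1 of the 4 groups. Genes listed at 0 are not the whole pattern, since 1886 of the 15792 genes above 0 in all 12 libraries (11.9%) also passed. The 6 libraries of each DPA were also regrouped 3 against 3, and 100 of the 200 possible groupings were drawn. Of these, 2 gave as many genes, the real one and the one that exchanged the cultivars at 28 DPA only (8260 genes), which turns the difference of the contrasts into a sum. The largest number among the others was 5684. A grouping that mixes the cultivars at a DPA does not keep their difference there. These counts therefore cannot decide whether a difference that stayed the same at 7 and 28 DPA would give as many genes. In simulated data with no gene changed and the authors' floor and filling of values imitated, 235 of 26362 genes passed the same test, so some of the 6645 calls can be false. The simulated cultivars had equal means, so this number does not cover calls made where a cultivar difference stayed the same. A change of the cultivar difference with grain stage stays open as a biological explanation. How the filling acted on the real values was not tested for this count. At 28 DPA, 1454 genes were above 0 in RD57 alone and 0 in RD6 alone, against 1912 and 1891 at 7 DPA. If values of RD6 were set to 0 when the table was made, a candidate discussed below, this would raise the ratio at 28 DPA. How many of the 4079 genes it concerns was not tested.

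OsAGPS2b and RCAR3-like, both by identifiers read from Fig. 2A, were among the genes whose cultivar difference changed. For OsAGPS2b the difference at 28 DPA minus that at 7 DPA was -2.62 on the log2 scale (standard error 0.89, adjusted p = 0.0353). For RCAR3-like it was -4.18 (standard error 0.75, adjusted p = 2.11e-04). Both genes were several times higher in RD6 28 DPA replicate 3 than in the other RD6 replicates. Without that library the value was -1.44 for OsAGPS2b (adjusted p = 0.0300) and -3.40 for RCAR3-like (adjusted p = 2.31e-04), so that library alone did not give the change in either gene. The size for OsAGPS2b did depend on it. A biological change with stage stays open and was not tested further.

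Of the other named genes, 3 changed in the same test. The difference was -1.86 for AtGSTF13 (standard error 0.59, adjusted p = 0.0251), 1.17 for FAR1 (standard error 0.41, adjusted p = 0.0419) and 2.56 for zf-GRF (standard error 0.47, adjusted p = 2.41e-04). AtGSTF13 and zf-GRF were listed at 0 in every library of both cultivars at 28 DPA. In these 2 genes the value is thus the cultivar difference at 7 DPA with its sign turned, and at 28 DPA there is no value of either cultivar to compare. No technical explanation was tested for FAR1.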

How the results depend on the processing

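The exact p of RCAR3-like with AgpS2b over orders within each cultivar was chosen only after the result was seen, and the other alternatives were set before the data were examined. Over 77 results, 707 alternative values were computed, and 560 kept their direction and side of the threshold or stayed within the limit set for a value without a test. Of the rest, 2 reversed, 44 counts, variances and folds moved, and 101 other results changed (76 moved, 24 weaker, 1 stronger).

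The number of DEGs at 7, 14, 21 and 28 DPA was 4134, 4143, 4326 and 1760 with a pseudocount of 0.1, and 1029, 1024, 977 and 493 with a pseudocount of 1. By construction, the fold change of a gene at 0 in one cultivar grows as the pseudocount shrinks. All DEGs found with the pseudocount of 1 were DEGs with 0.5, and with 0.1 all but 1 of those found with 0.5, at 7 DPA, were shared. An absolute log2 fold change of at least 1 gave 5132, 5203, 5475 and 2511 DEGs, and genes above 0 in all 6 libraries of the DPA, a smaller set, gave 249, 246, 262 and 235. A mean of at least 1 FPKM gave 1271 DEGs at 7 DPA, where fewer genes were tested. With genes above 0 in all 6 libraries, 48.9% of DEGs at 28 DPA were higher in RD57. This is under 50% but close to an even split (115 against 120), and the same genes in the fit to all genes gave 114 against 113. DEGs listed at 0 in one cultivar were all upregulated at 28 DPA, so the filter can only lower the share. The fewest DEGs were at 28 DPA under every alternative, but with genes above 0 in all 6 libraries by a small margin (235 against 246 at 14 DPA).

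DEGs higher in RD57 at all 4 DPA numbered 464 with a pseudocount of 0.1, 14 with genes above 0 in all 6 libraries and 544 with an absolute log2 fold change of at least 1. Lower at all 4 DPA were 8 and 80 in the last 2 of these. With the threshold of 1, 2971 DEGs were highest at 7 DPA in both cultivars, 1310 at 14 DPA, and 5599 had the same peak in both. A looser threshold passes more genes by construction.

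With genes centred only, PC1 and PC2 held 52.3% and 15.9% of the variance, and the distance from 7 to 14 DPA in RD6 was 0.958 of that from 21 to 28 DPA, a reversal. With a mean of at least 1 FPKM they held 47.8% and 14.6%. The cause was not tested.

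From 7 to 14, 14 to 21 and 21 to 28 DPA, a pseudocount of 0.1 gave 4393, 7499 and 2909 changed genes in RD57 and 4581, 5324 and 4734 in RD6. A pseudocount of 1 gave 1120, 2900 and 590 in RD57 and 1206, 1451 and 1299 in RD6. The cultivar difference changed from 7 to 28 DPA in 3088 genes among those with a mean of at least 1 FPKM. The fold of GBSSI at 28 DPA was 15.8 by geometric means, which weigh the high RD6 28 DPA replicate 3 less.

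Leaving out each library in turn gave 1856 to 2004, 1875 to 1958, 1779 to 1963 and 797 to 863 DEGs at 7, 14, 21 and 28 DPA, and 6054 to 7124 genes whose cultivar difference changed (12 fits). In RD57 at least 1792 genes changed from 7 to 14 DPA, 4202 to 4857 from 14 to 21 DPA and 917 to 1155 from 21 to 28 DPA, and in RD6 2084 to 2281, 2116 to 2928 and 2131 to 2506. All of these counts stayed within 1.5 times the count with every library. PC1 held 42.6% to 44.0% and PC2 14.1% to 15.7%. The fold of GBSSI at 28 DPA ranged from 4.04 to 42.5, the latter without RD6 28 DPA replicate 3, and the fold was above 1 in every fit.

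Replicate numbers did not pair the libraries. Of 12 correlations between the deviations of same-numbered replicates of RD57 and RD6 at the same DPA, 3 were above 0.1, and they ranged from -0.30 to 0.24. With a replicate block, 1906, 1881, 1819 and 811 DEGs were found, of which 1906, 1881, 1818 and 806 were shared with the fit without it.

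The set test over the genes of Fig. 4 (fry, with camera as its alternative) was not run, since 2 of the 25 genes were identified. The reads behind a value are not in the table, so differences under 0.5 FPKM could not be examined.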

Differences from the paper's values

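No test in this part was chosen only after its result was seen. The paper reports 263 genes upregulated in RD57 at 7 DPA alone, and 420 were found here. Of the alternatives set before the data were examined, a pseudocount of 1 (205 genes), a mean of at least 1 FPKM (199) and quantile normalization (344) gave values within 1.5 times the paper's. The others run for this number did not, with 77 to 1131 genes. The paper reports 6 genes shared by 7 and 28 DPA alone, and 16 were found here. Of the same alternatives, a pseudocount of 1 (5 genes) came within 1.5 times the paper's value, and the others did not, with 2 to 90 genes.

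The paper states that the differences between the cultivars were greatest at 14 DPA. Here 1908 DEGs were found at 7 DPA and 1881 at 14 DPA, and no setting applied to all DPA at once had the most DEGs at 14 DPA. By distance on PC1 and PC2 alone, the cultivars were farthest apart at 14 DPA (63.5 units, against 61.0 at 7 DPA). That distance leaves out PC3, which separated the cultivars and on which they were farthest apart at 21 DPA. Over all genes they were 167 units apart at 7 DPA and 166 at 14 DPA. The paper states that downregulated genes outnumbered upregulated ones at 7, 14 and 21 DPA. Here 53.7% of DEGs at 7 DPA and 53.1% at 14 DPA were upregulated in RD57, and no alternative brought either share under 50%. By adjusted p alone, 3646 genes were higher and 3646 lower in RD57 at 7 DPA, and 3987 and 3437 at 14 DPA. The paper places the largest number of genes downregulated at a single DPA at 14 DPA. Here the number was 282 at 14 DPA and 536 at 21 DPA, and 21 DPA had the most in every setting run for these sets.

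The paper states that profiles at 21 and 28 DPA were closer to each other than those at 7 and 14 DPA. In RD6, 2294 genes changed from 21 to 28 DPA and 2161 from 7 to 14 DPA. The order was the same under both other pseudocounts, a mean of at least 1 FPKM, median-of-ratios scaling, quantile normalization and a prior variance without a trend. With each library left out in turn, the numbers were 2131 to 2506 and 2084 to 2281, so the ranges overlapped and the order is within what 1 library brings. Of the 2223 genes that fell from 21 to 28 DPA in RD6, 1708 were listed at 0 in both cultivars at 28 DPA. Some of these zeros may have been made with the table, a candidate discussed below. The order may therefore rest on them, and their part was not tested. By adjusted p alone, without the threshold on the fold change, the paper's order held, with 8465 genes changed from 21 to 28 DPA and 11031 from 7 to 14 DPA. By distance over all genes the paper's order held in RD6 (ratio 1.15), except with genes centred only (0.958).

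For single genes, identified by labels read from Fig. 2A, the paper states that AgpS2b was significantly higher in RD6 at 21 and 28 DPA. Here its log2 fold change at 21 DPA was -0.70 (adjusted p = 0.496), and no alternative passed the adjusted threshold (adjusted p from 0.233 to 0.822). At 28 DPA it was -1.94 (adjusted p = 0.0416), under the size of 2 that DEGs need. It met both thresholds for DEGs with quantile normalization (-2.15, adjusted p = 0.0220), without RD6 28 DPA replicate 1 (-2.49, adjusted p = 0.0141) and without RD6 28 DPA replicate 2 (-2.57, adjusted p = 0.00897). Over all its alternatives the adjusted p ranged from 0.00897 to 0.226.

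The paper states that GBSSI was significantly higher in RD57 throughout grain filling. At 14 DPA its log2 fold change was 1.52 with an adjusted p of 0.168, and the fit to only the 6 libraries of that DPA passed the adjusted threshold (adjusted p = 0.0190, against a range of 0.0190 to 0.800 over the alternatives). The paper places ENOD93 in the pattern that peaks at 14 DPA in both cultivars. In RD6 it was 21.7 FPKM at 7 DPA and 20.7 FPKM at 14 DPA on average, a difference smaller than the SD of either group (6.95 and 7.18 FPKM).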

Other observations

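The tests of genes listed at 0 at 28 DPA, of depth, of DEGs above 0 in both cultivars and of other groupings of the libraries were chosen only after the results were seen.

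At 28 DPA the zeros of the table were nested. Of 7360 genes listed at 0 in RD57, none was above 0 in RD6, whereas 1454 of the 8814 genes listed at 0 in RD6 were above 0 in RD57. At 7, 14 and 21 DPA both kinds of genes were present in the table. The depth of the libraries argues against fewer reads in RD6 as the cause, since the median number of uniquely aligned pairs at 28 DPA was 1.05 times that of RD57. A candidate explanation is that values of RD6 at 28 DPA were set to 0 where RD57 was at 0 when the table was made. At 28 DPA 48.6% of the 146 genes just above the floor in RD57, with a mean of at most 0.6 FPKM, were above 0 in RD6, but none of the genes at 0 in RD57. At 7, 14 and 21 DPA the share was 48.1%, 51.5% and 51.6% just above the floor in RD57, and 37.0%, 36.6% and 39.3% at 0. This step at the floor of the other cultivar argues against a loss of transcripts in mature RD6 grain, a biological explanation, as the cause of the nesting. A loss of single transcripts in RD6 stays open. There were also 42 genes with over 50 FPKM in RD6 at 21 DPA, the highest at 538 FPKM, that were listed at 0 in both cultivars at 28 DPA, against 9 such genes for RD57.

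DEGs at 28 DPA were mostly upregulated in RD57 (86.0%). The share was 87.8% after quantile normalization, which cannot decide on a difference in scaling between the cultivars. Most upregulated DEGs were listed at 0 in RD6, and a scaling factor leaves a 0 unchanged. Among the 17548 genes above 0 in RD6 at 28 DPA the median Log2FC was 0.0172 in the values as deposited. A general shift was thus not seen in those genes. Among the 227 DEGs above 0 in both cultivars 50.2% were upregulated. Of the 696 upregulated DEGs 582 were listed at 0 in RD6, and none of the 113 downregulated DEGs was listed at 0 in RD57. Leaving out genes at 0 can thus only lower the share, so this test decides nothing. At 7, 14 and 21 DPA, 764, 768 and 933 DEGs were listed at 0 in RD57. Of 556 genes above 0 in RD6 alone at 7, 14 and 21 DPA, 6 were above 0 in RD6 at 28 DPA. The mirror count in RD57 was 415 of 489. Beside the step at the floor, this argues against a biological difference between mature grains as the only cause of the excess. How many DEGs the nesting of the zeros removed at 28 DPA is not known. Its part and that of a biological difference thus cannot be told apart. The same holds for the low number of DEGs at 28 DPA.

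Of the genes that changed from 21 to 28 DPA in RD6, 96.9% fell, against 90.6% in RD57. Genes listed at 0 in both cultivars at 28 DPA made up 76.8% of the falls in RD6 and 69.2% in RD57. They do not explain the direction alone, since 97.1% of the 378 changed genes above 0 in RD6 at both DPA also fell, as did 97.6% of 294 in RD57. If values of RD6 were set to 0 at 28 DPA, the falls in RD6 include an unknown number of such genes. A general fall of transcripts in mature grain stays open and was not tested further.

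From 14 to 21 DPA, 4454 genes changed in RD57 and 2507 in RD6. Genes listed at 0 were argued against as the cause, because among the 15212 genes above 0 in every library the number was 1647 in RD57 and 868 in RD6, a ratio of 1.90. Whether single genes changed differently in the cultivars over this interval was not tested. The hypothesis of a slower course of RD6 was tested on 1163 genes that fell from 14 to 28 DPA in both cultivars, by the share of that fall still left at 21 DPA. The share was 30.2%, 19.7% and 38.4% in the RD57 libraries and 28.0%, 49.7% and 56.0% in the RD6 libraries. The means differed by 15.1 percentage points (exact two-sided permutation test, p = 0.3), and the libraries overlapped, so a slower course and no difference cannot be told apart with 3 libraries per cultivar.

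In RD6 28 DPA replicate 3, GBSSI was 19.9 times, AgpS2b 11.7 times and RCAR3-like 5.03 times the mean of the other RD6 replicates. A scaling difference of this library was argued against, since 2315 genes that stayed level in RD57 had a median log2 ratio of -0.0013 to the other replicates. A candidate explanation is that replicate 3 held grain of an earlier stage. Genes with at least 100 FPKM at 14 DPA and a fall of at least 8 times from 14 to 28 DPA in RD57 were taken as a set of 348, without the named genes. Their median log2 ratio of replicate 3 to the others was 2.12, 98.3% were higher in replicate 3, and between replicates 1 and 2 the median was 0.07. Replicates differed in the same way in smaller measure elsewhere, with medians of -0.94 in RD6 21 DPA replicate 1 and -0.74 in RD57 21 DPA replicate 2. A difference in the pace of ripening between plants is a biological form of the same explanation and was not separated from a mixture of grains of different age.

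The counts of DEGs were also compared with other groupings of the libraries. At each DPA, 1 of the 10 ways to divide the 6 libraries 3 against 3, the division by cultivar, gave as many DEGs as were found. The largest number among the other divisions was 35, 7, 7 and 3 at 7, 14, 21 and 28 DPA. For consecutive DPA likewise 1 of 10 divisions, the real one, gave as many changed genes in each of the 6 comparisons. The largest other numbers were 9, 1 and 1 in RD57 and 2, 1 and 220 in RD6. With 10 divisions the share for a single comparison cannot fall under 0.1.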
